# Distinct populations of crypt-associated fibroblasts act as signaling hubs to control colon homeostasis

**DOI:** 10.1371/journal.pbio.3001032

**Published:** 2020-12-11

**Authors:** Michael David Brügger, Tomas Valenta, Hassan Fazilaty, George Hausmann, Konrad Basler

## Abstract

Despite recent progress in recognizing the importance of mesenchymal cells for the homeostasis of the intestinal system, the current picture of how these cells communicate with the associated epithelial layer remains unclear. To describe the relevant cell populations in an unbiased manner, we carried out a single-cell transcriptome analysis of the adult murine colon, producing a high-quality atlas of matched colonic epithelium and mesenchyme. We identify two crypt-associated colonic fibroblast populations that are demarcated by different strengths of platelet-derived growth factor receptor A (Pdgfra) expression. Crypt-bottom fibroblasts (CBFs), close to the intestinal stem cells, express low levels of Pdgfra and secrete canonical Wnt ligands, Wnt potentiators, and bone morphogenetic protein (Bmp) inhibitors. Crypt-top fibroblasts (CTFs) exhibit high Pdgfra levels and secrete noncanonical Wnts and Bmp ligands. While the Pdgfra^low^ cells maintain intestinal stem cell proliferation, the Pdgfra^high^ cells induce differentiation of the epithelial cells. Our findings enhance our understanding of the crosstalk between various colonic epithelial cells and their associated mesenchymal signaling hubs along the crypt axis—placing differential Pdgfra expression levels in the spotlight of intestinal fibroblast identity.

## Abstract 2

Despite the known importance of mesenchymal cells for the homeostasis of the intestinal system, how these cells communicate with the associated epithelial layer remains unclear. A single cell atlas of matched colonic epithelium and mesenchyme identifies two fibroblast populations that orchestrate maintenance and differentiation of colonic epithelial stem cells.

## Introduction

The architecture of the colon is made up of diverse cell types, including undifferentiated and various differentiated epithelial cells whose fates are tightly programmed by signals from both the epithelium and the underlying mesenchyme. The intestinal mesenchyme displays great cellular heterogeneity, consisting, among others, of myofibroblasts, fibroblasts, smooth muscle, and endothelial cells [1]. It is an important player in intestinal homeostasis and partakes in the multitude of signaling pathways that are integral to the maintenance of epithelial stem cells, as well as their subsequent differentiation.

The exposure to a hostile environment and constant wear and tear requires the intestinal epithelium to replenish roughly every 5 to 7 days. The epithelial dynamics are driven by stem cells located at the bottom of the crypts in the small intestine and the colon [2]. Stem cell maintenance and proliferation requires multiple inputs from the surrounding microenvironment (the niche), such as Notch, epidermal growth factor (EGF), and Wnt signals [3]. These are provided by extra-epithelial cells or by the epithelium itself. We and several other groups showed that intestinal mesenchymal cells form the extra-epithelial, stem cell–supporting niche in the small intestine, and colon [4–9]. The subepithelial mesenchymal niche populations were defined by their ability to support the maintenance of intestinal epithelial stem cells (IESC) and secrete canonical Wnt ligands. However, the exact identity of these niche cells remained unclear since different, only partly overlapping, cell populations were described to act as the functional niche cells. They were differentially demarcated by platelet-derived growth factor receptor A (Pdgfra) [4], CD34 [5], Gli1 [6], Foxl1 [7], CD90 [8], and CD81 [9].

The advent of single-cell RNA sequencing (scRNAseq) has enabled researchers to investigate intestinal epithelial and mesenchymal cell heterogeneity with unprecedented resolution [10–12]. However, the applied approaches were based on specific cell isolation protocols that enriched solely for epithelial cells or the mesenchymal cells, leading to potential bias in the identifiable cell populations. Crypt-associated fibroblasts are tightly connected to the intestinal epithelium, thus mechanical or enzymatic removal of the epithelium may result in loss of certain mesenchymal subpopulations or vice versa.

In order to refine our understanding of the identity and function of the mesenchymal niche cells and their secreted factors, we performed an unbiased single-cell transcriptome analysis of the adult murine colon, looking at both epithelial and mesenchymal parts. We identify most of the known epithelial cell types and uncover the presence of two functionally distinct fibroblast populations: crypt-top fibroblasts (CTFs) and crypt-bottom fibroblasts (CBFs). These are also present in the colon of healthy humans. CBFs are *Pdgfra*^*low*^ cells, located at the bottom of the crypts in close proximity to the stem cells and secrete canonical Wnt ligands (*Wnt2* and *Wnt2b*), Wnt-signaling-potentiators (*Rspo3*), and bone morphogenetic protein (Bmp) inhibitors (*Grem1*). CTFs are *Pdgfra*^*high*^ cells, located at the top of the crypt and secrete noncanonical Wnt ligands (*Wnt5a*) and Bmp ligands (*Bmp2/3/4/5/7*), thereby inducing epithelial differentiation. Together, these two cell populations form the antagonistic gradients of canonical Wnt signaling and Bmp signaling required for the precise control of stem cell maintenance and epithelial differentiation.

## Results

### Unbiased single-cell profiling of murine colonic cells

To gain a deeper understanding of the heterogeneity and complexity of the colonic epithelium and mesenchyme, as well as the associated signaling networks, we performed scRNAseq of murine colonic tissue. 

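The cells of the wild-type colon were sequenced as 1 droplet library with the V3 kit, from tissue of 3 female mice pooled before loading, and 16000 cells were loaded. The deposited table does not assign cells to mice, so the library has no replicate, no test was run across mice and no p-value is given. It lists 17809 genes in 7495 cells. The authors aligned the reads and counted UMIs with Cell Ranger, removed genes found in few cells and cells outside their limits, and applied SCTransform, which fits each gene against the depth of the cell and returns a corrected count, an estimate of what the cell would have given at a common depth. The deposited values are these corrected counts and their natural log after adding 1, and no UMI counts were used here. Total corrected counts lay between 6120 and 16389 per cell with a median of 8972, and the median number of genes per cell was 2804. The cells were clustered again from the deposited natural log values in Seurat 5.3.0 with the methods' 30 principal components and resolution of 0.45. The 76 genes that the study names for these data were kept out of the variable features and out of the naming, so that none of their values below was used to form a cluster. Clusters were named by lists of other marker genes fixed before the data were examined, with the ending “-like”, since the names are given here and not by the authors. The rule that scores those lists was revised after the clusters were seen. Expression is given as the mean corrected count per cell of a class, and differences as the log2 ratio of 2 class means. Shares of cells above 0 have exact binomial (Clopper-Pearson) 95% confidence intervals, which cover counting error only. Epcam was above 0 in 99.2% of the 132 cells of a fibroblast cluster that stayed unnamed, with a median of 1723 genes per cell, and in 31.3% of the CBFs-like cells, with a median of 2719, so a share above 0 also depends on depth and free RNA.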

We dissociated epithelial and mesenchymal fractions individually into single cells and used fluorescence-activated cell sorting (FACS) to further purify epithelial (EpCAM+, CD45−) and non-epithelial cells (EpCAM−, CD45−), while concurrently depleting lymphocytes (EpCAM−, CD45+) (Fig 1A and 1B). Overall, we observe a colonic cellular composition consisting of 91.2% epithelial cells and 8.8% of non-epithelial cells. In contrast to previous studies, we next pooled the sorted epithelial (EpCAM+, CD45−) and non-epithelial (EpCAM−, CD45−) cells originating from both isolation protocols at equal fractions (1:1, epithelial:non-epithelial) to avoid epithelial overrepresentation and obtain sufficient data to describe both epithelial and non-epithelial cells in their full spectrum. 

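Of the 7495 deposited cells, 7394 (98.7%) had 500 to 7500 genes and less than 25% of their corrected counts from mitochondrial genes, which are the limits given in the methods. The other 101 cells were all at or above the mitochondrial limit. The mean total was 8915.67 corrected counts per cell, on the scale that SCTransform sets and not that of transcripts counted, and 8926.42 after the limits were applied. A median of 9.07% of a cell's corrected counts came from mitochondrial genes, with a highest value of 32.1%. Scrublet called 95 cells (1.27%) doublets, and these were kept because the methods state no removal.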

Following quality control, scRNAseq results in a combined dataset of 7,395 cells with a mean transcript count of 3,243 per cell. 

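The second clustering gave 20 clusters, of which 3 stayed without a name and 2 were named only as epithelial or as fibroblasts. Epithelial clusters held 2477 of 7495 cells (33.0%, 95% confidence interval 32.0% to 34.1%). The share moved most, to 36.2%, with the unnamed and immune-like cells out of the denominator. Fibroblast clusters held 2592 cells, and clusters of endothelial cells 638. A smooth muscle-like cluster held 946 cells, a pericyte-like cluster 118, a glia-like cluster 79 and an immune-like cluster 40. Epcam, on chromosome 17 of GRCm38 from 87635979 to 87651129, had a mean corrected count of 25.0 in all epithelial cells and 0.825 in the named non-epithelial cells, which include the 132 fibroblasts of unnamed type. Krt19, on chromosome 11 from 100140810 to 100148665, had means of 26.8 and 0.907 in the same groups. Vim averaged 21.8 in the named non-epithelial cells and 0.404 in epithelial cells. Col1a1 averaged 13.4 and 0.185 there, and 1.18 in endothelial cells. Pecam1, on chromosome 11 from 106654217 to 106750628, averaged 8.89 in endothelial cells, 0.0375 in epithelial cells and 0.0207 in CBFs-like cells.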

Graph-based clustering reveals 16 individual clusters, which can be classified into three major groups: Epithelium (*Epcam*^+^, *Krt19*^+^), stroma (*Vim*^+^, *Col1a1*^+^), and endothelium (*Pecam1*^+^) (Fig 1C, S1A Fig).

**Fig 1:**
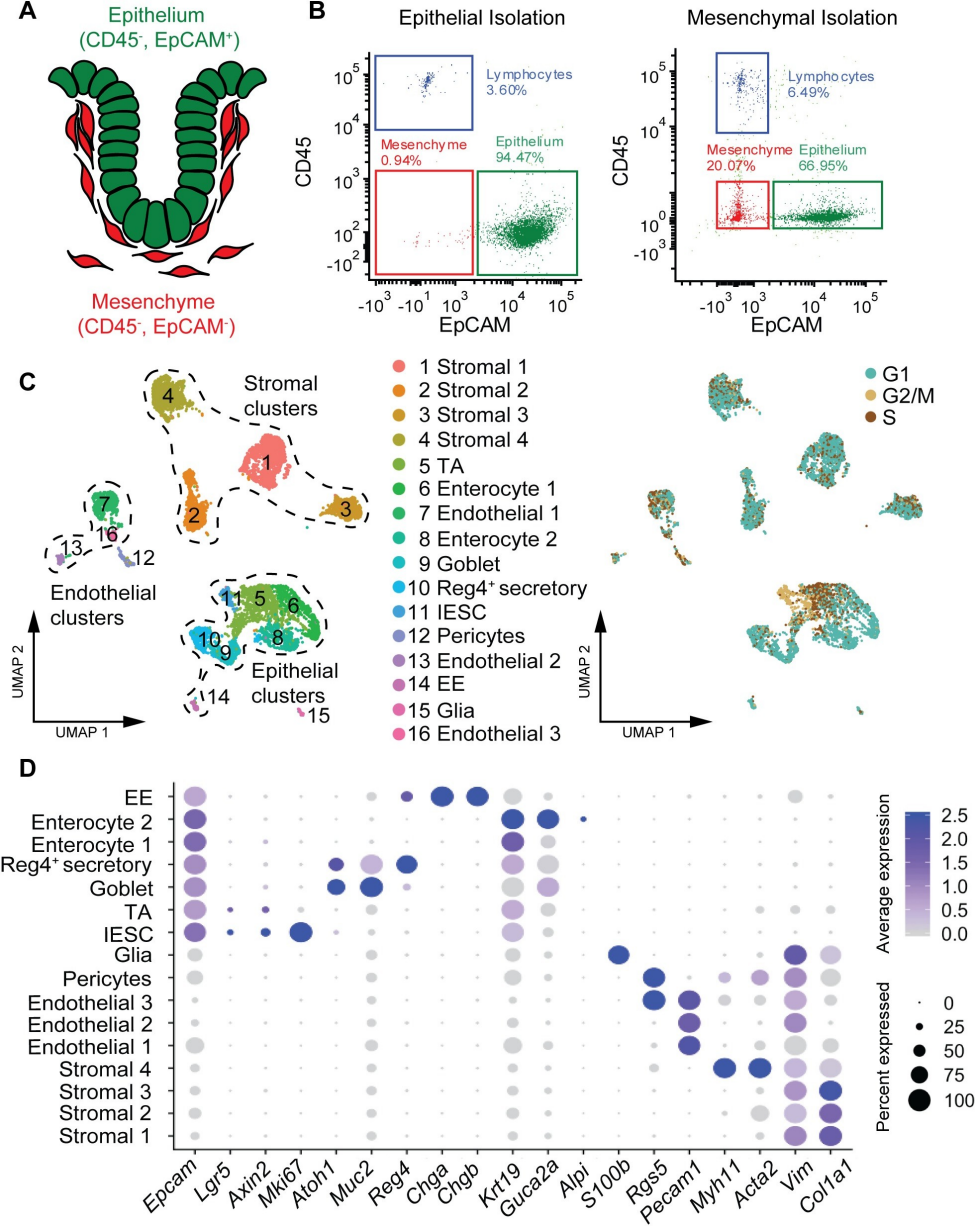
Unbiased analysis of murine colon landscape reveals complexity and heterogeneity of epithelial and mesenchymal cells. (A) Schematic representation of a colonic crypt with surface markers used to sort epithelial (green: EpCAM+, CD45−) and mesenchymal/non-epithelial cells (red: EpCAM−, CD45−). (B) Flow cytometry analysis using EpCAM and CD45 on single-cell suspension of colonic epithelial (left, raw data: S2 Data) and mesenchymal cell isolation (right, raw data: S3 Data) prior to the sort. (C) Left: three major groups (epithelial, stromal, and endothelial) clustering into 16 distinct cluster revealed by UMAP analysis. Right: Epithelial cells show higher proliferative activity (cells in S-G2M) than non-epithelial cells (UMAP, single cells are colored according to their cluster annotation (left) or cell cycle phase (right)). (D) Characterization of cluster identity using relative expression of marker genes. (Dot plot, size, and color of the dot represent the percentage of cells which express the transcript and the average expression level within a cluster, respectively). EE, enteroendocrine; IESC, intestinal epithelial stem cell; TA, transit-amplifying cell; UMAP, Uniform Manifold Approximation and Projection.

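Over Seurat's lists of 43 S-phase and 54 G2/M genes, which were all in the table, the corrected counts of a cell summed to a mean of 43.7 in the 2477 epithelial cells and 14.3 in the 4413 named non-epithelial cells, a log2 ratio of 1.61. With each cell thinned to 1000 corrected counts, the setting that moved it most, the ratio was 1.40. The S-phase genes alone gave a log2 ratio of 1.28 and the G2/M genes 1.75. The sum was highest in the transit-amplifying-like class, at 102, and lay between 20.1 and 20.7 in the other epithelial classes, while CBFs1-like cells had 12.0, CTFs-like cells 14.0 and pericyte-like cells 24.3. Phases called per cell after thinning placed 31.7% of epithelial cells (785 of 2477) and 31.9% of non-epithelial cells (1409 of 4413) in S phase, and 19.2% and 7.16% in G2/M. Together the 2 phases made 50.9% and 39.1%. Thinned cells held on average only 1.18 and 0.551 corrected counts over the S-phase genes. A call of S phase thus rests on very few counts, and its shares do not measure how many cells were in S phase. These calls read free RNA of dividing cells as well, whose effect was left open, and the median number of genes differed, at 3221 in epithelial and 2504 in non-epithelial cells.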

We could annotate most known epithelial cell types within our dataset with the exception of tuft cells. This designation is based on a combination of published marker genes [10,11,13] (Fig 1D) and differentially expressed genes (S1B Fig). 

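Named epithelial clusters were transit-amplifying-like (709 cells), goblet-like (633), enterocyte-like (671) and enteroendocrine-like (86), and 378 epithelial cells formed a cluster that stayed unnamed, led by Krt36, Defb45, Fut9, Nxpe2 and Dmkn. No cluster was named tuft-like or deep crypt secretory-like. Of 10 tuft markers fixed in advance, 9 were in the table. At least 4 of them were above 0 in 11 of 7495 cells (0.147%, 95% confidence interval 0.0733% to 0.262%), in 3 of the 2477 epithelial cells and in 1 of 3538 fibroblasts and smooth muscle-like cells. With 3 markers required there were 16 such cells, and with 5 there were 8. Of the 11 cells, 7 lay in an unnamed cluster led by haemoglobin and mitochondrial genes, and only 3 remained once cells above 10% mitochondrial corrected counts were left out.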

Clusters 11 and 5 represent IESC and transit-amplifying cells (TA), respectively, based on the expression of *Lgr5*, *Axin2*, and *Mki67* (Fig 1D) in combination with their high proliferative activity (Fig 1C). 

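The transit-amplifying-like class was led by Pclaf, Birc5, Pbk, Ube2c and Ccna2. Of these, Pclaf, Birc5 and Ube2c were in the marker list that named the class, so they are not independent of its name. Lgr5, on chromosome 10 of GRCm38 from 115450311 to 115587780, had a mean corrected count of 0.543 in this class, 0.122 in the unnamed epithelial cluster, 0.0284 in goblet-like and 0.0119 in enterocyte-like cells. Values above 0 were found in 28.1% of the 709 transit-amplifying-like cells and in 0.426% of CBFs-like cells, which should lack it, at median depths of 3425 and 2719 genes. Axin2 averaged 0.599 in the transit-amplifying-like class, and its mean was 0.265 in the unnamed epithelial cluster and 0.174 in goblet-like cells. Mki67, on chromosome 7 from 135689784 to 135716361, had a mean of 2.41 there and at most 0.108 in the other epithelial classes. No stem-like cluster was named. At a resolution of 0.8 the clusters named transit-amplifying-like held 533 and 224 cells, partly other cells than the 709, with Lgr5 means of 0.533 and 0.460 and Mki67 means of 0.437 and 6.61, and Muc2 means of 0.499 and 14.1.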

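The goblet-like class of 633 cells held both kinds of secretory cell that the study separates at its resolution. Atoh1, on chromosome 6 of GRCm38 from 64729125 to 64731245, had a mean corrected count of 2.53 in goblet-like cells, 0.186 in enteroendocrine-like cells and 0.0402 in enterocyte-like cells. Muc2, on chromosome 7 from 141690340 to 141754693, had a mean of 220.3 in the goblet-like class, against 4.81 in the transit-amplifying-like class. Its mean was 0.627 in CBFs-like cells, which should lack it, and whether free RNA or doublets gave this value was not tested. Reg4, on chromosome 3 from 98222156 to 98236748, averaged 22.1 in goblet-like and 26.2 in enteroendocrine-like cells. At a resolution of 0.8 the clusters named goblet-like, which are not exactly the same cells, held 327 cells with a Muc2 mean of 365 and a Reg4 mean of 4.64, and 308 cells with a Muc2 mean of 65.5 and a Reg4 mean of 40.5.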

Clusters 9 and 10 delineate the secretory lineage (*Atoh1*^+^), the former consisting of classic goblet cells (*Muc2*^+^) and the latter the recently described deep crypt secretory cells (*Reg4*^+^) [14]. Indeed, these cells appear to be mainly responsible for the activation of Notch signaling in intestinal stem cells as they express both ligands: *Dll1* and *Dll4* (S1D Fig) [15]. 

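Dll1, on chromosome 17 of GRCm38 from 15367354 to 15376872, and Dll4, on chromosome 2 from 119325784 to 119335962, had mean corrected counts of 0.559 and 0.526 in the goblet-like class as a whole. In the 308 cells with the higher Reg4 mean they averaged 0.912 and 0.734, and in the 327 cells with the higher Muc2 mean 0.223 and 0.327. The other epithelial classes had at most 0.0952 of Dll1 and 0.163 of Dll4. Outside the epithelium, Dll4 averaged 0.625 in blood endothelial-like cells and Dll1 0.214 in CTFs-like cells.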

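The enterocyte-like class held 671 cells in 2 clusters and was led by Cyp2c55, Sptssb, Saa1, 1810065E05Rik and Car1. Of these, Cyp2c55, Saa1 and Car1 were in the marker list that named the class. Guca2a, on chromosome 4 of GRCm38 from 119637704 to 119639471, had a mean corrected count of 40.9 in enterocyte-like and 11.1 in goblet-like cells, and between 0.988 and 1.61 in the other epithelial classes. Alpi, on chromosome 1 from 87098002 to 87101606, averaged 0.153 in enterocyte-like cells and at most 0.00529 in the other epithelial classes. Aldh1l1 averaged 1.03 in the unnamed epithelial cluster, 0.475 in enterocyte-like, 0.254 in goblet-like and 0.173 in transit-amplifying-like cells.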

An absorptive lineage composed of clusters 6 and 8 (*Guca2a*^+^, *Alpi*^+^, *Aldh1l1*^+^) (Fig 1D, S1B Fig) consists of enterocytes strongly enriched for Gene Ontology (GO) terms such as “Generation of precursor metabolites and energy*”* and “Anion transport” (S1C Fig). The absorptive and secretory cells express a variety of Egf family ligands (*Egf*, *Tgfa*, *Areg*, *and Hbegf*) and ephrins (*Efnb1 and Efnb2*) (S1D Fig). 

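Among the Egf family ligands, Egf had its highest epithelial mean in goblet-like cells, at 0.329 corrected counts per cell, against at most 0.0349 in the other epithelial classes. Tgfa ranged from 0.128 to 0.286 across the epithelial classes. Areg averaged 16.1 in enterocyte-like cells, 6.66 in the unnamed epithelial cluster, 3.65 in transit-amplifying-like and 3.42 in goblet-like cells, and 0.204 in CBFs-like cells. Hbegf averaged 6.76 in enterocyte-like cells, 6.25 in the unnamed epithelial cluster, 4.52 in transit-amplifying-like and 2.82 in goblet-like cells. Of the ephrins, Efnb1 averaged 1.23 in enterocyte-like and 0.749 in goblet-like cells, and Efnb2 averaged 1.35 and 0.654. Outside the epithelium Efnb2 reached 1.09 in blood endothelial-like cells and Hbegf 4.27 in glia-like cells.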

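An enteroendocrine-like cluster of 86 cells was led by Insl5, Pyy, Gcg, Resp18 and Tph1. Chga had a mean corrected count of 107 in these cells and 0.0332 to 0.354 in the other epithelial classes. Chgb averaged 225 in them, against at most 0.654 in the other epithelial classes. For Neurod1, on chromosome 2 of GRCm38 from 79452521 to 79456751, the mean was 6.40 in enteroendocrine-like and 0.0282 in transit-amplifying-like cells, and none of the 671 enterocyte-like cells was above 0, which allows a share of cells above 0 of up to 0.447%. Ihh, on chromosome 1 from 74945315 to 74951672, averaged 2.02 in enteroendocrine-like cells, 1.25 in goblet-like cells and 0.390 to 0.439 in the other epithelial classes, and 0.0116 in CBFs-like cells.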

Finally, cluster 14 comprises enteroendocrine cells (*Chga*^+^, *Chgb*^+^, and *Neurod1*^+^) which express high levels of *Ihh*—the main hedgehog ligand secreted by the intestinal epithelium (S1D Fig) [16].

We observed four stromal clusters (clusters 1, 2, 3 and 4), which all express typical fibroblast markers, such as *Vim* and *Col1a1*. In addition, we found clusters 12 and 15, which are pericytes (*Rgs5*^+^) and glia (*S100b*^+^), respectively.

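The 5 clusters of fibroblasts and smooth muscle-like cells held 3538 of the 7495 cells: CBFs1-like (1136 cells), CBFs2-like (507), CTFs-like (817), smooth muscle-like (946) and a fibroblast cluster of 132 cells that stayed unnamed. The 5 genes that led each class were Serpina3n, Ccl8, Tnfsf13b, Aldh3a1 and Stmn2 for CBFs1-like cells, Pcolce2, Pi16, C3, Ackr4 and Cilp for CBFs2-like cells, and Glp2r, Cybrd1, Bean1, Col4a5 and Emid1 for CTFs-like cells. Vim, on chromosome 2 of GRCm38 from 13573927 to 13582826, averaged 27.7 corrected counts in CBFs1-like, 26.0 in CBFs2-like, 18.3 in CTFs-like and 18.7 in smooth muscle-like cells. Col1a1, on chromosome 11 from 94936224 to 94953042, averaged 19.6, 25.0, 17.2 and 6.73 in the same order. Both were above 0 in at least 97.5% of the cells of each of these 4 classes, at median depths of 2434 to 2799 genes, and in 7.63% and 4.56% of epithelial cells, which should lack them, at a median of 3221.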

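The pericyte-like cluster held 118 cells and was led by Pln, Vtn, Slc11a1, Notch3 and Ndufa4l2. Rgs5, on chromosome 1 of GRCm38 from 169655501 to 169695813, had a mean corrected count of 33.8 in these cells, 2.56 in smooth muscle-like and 1.92 in blood endothelial-like cells, and 0.0557 in epithelial cells. A further cluster of 101 cells had markers of pericytes and blood endothelial cells together, with a median of 3851 genes per cell, and stayed unnamed. The glia-like cluster, led by Kcna1, Gpr37l1, Kcna2 and Sostdc1, held 79 cells. S100b, on chromosome 10 from 76253853 to 76261159, had a mean of 4.09 in them, and the mean of every other named class was at most 0.00847. Fibroblast marker genes summed in glia-like cells to 41.0% of their level in CBFs1-like cells. How much of this is the cells' own was left open, which limits their means of genes that fibroblasts express. Epithelial cells reached 0.934% and blood endothelial-like cells 9.42%, which argues against free fibroblast RNA alone. In the 35 glia-like cells with the higher fibroblast sums, the median of glia marker genes was 111.63% of that in the other 44. The other 44 carried fibroblast genes as well, with a median sum of 80 against 246 in CBFs1-like cells. The comparison therefore cannot decide on doublets.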

Taken together, these data represent a comprehensive, high-quality dataset of murine colonic cell diversity, comprised of matching epithelium and mesenchyme.

### Characterization of crypt-associated fibroblasts

We next subset and reanalyzed the four stromal clusters (stromal 1 to 4, Fig 1C) to gain insight into distinct subpopulations of crypt-associated fibroblasts and their individual niche potential in more detail (Fig 2A). 

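In the wild-type library, Acta2, which lies on chromosome 19 of GRCm38 from 34241090 to 34255590, had a mean corrected count of 105 in the 946 smooth muscle-like cells, 28.3 in pericyte-like cells, 10.8 in CTFs-like cells and 0.781 in CBFs-like cells. Myh11, on chromosome 16 from 14194535 to 14291372, averaged 22.3 in smooth muscle-like, 4.03 in pericyte-like, 0.311 in CTFs-like and 0.0730 in CBFs-like cells. The class was led by Actg2, Cnn1, Lmod1, Hhip and Actc1.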

Cluster S4 cells are likely smooth muscle cells (SMCs) due to the expression of *Acta2* and *Myh11* (see Fig 2D) in combination with GO term enrichment for muscle cell-specific functions, e.g., “Regulation of skeletal muscle contraction by calcium ion signaling” and “Myofibril assembly” (S2A Fig). However, we cannot exclude that this cluster also contains myofibroblasts.

**Fig 2:**
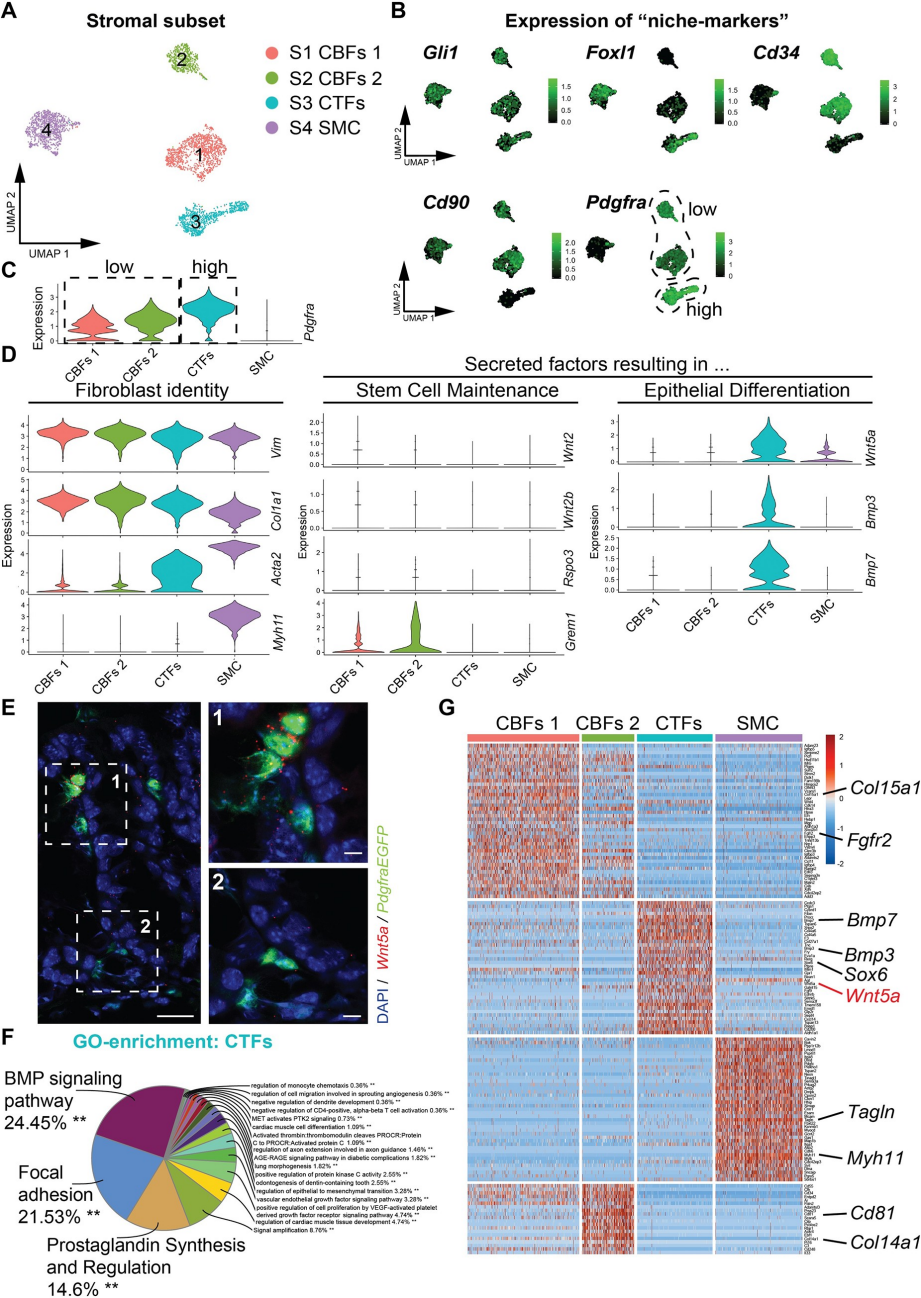
CTFs (*Pdgfra*^*high*^) and CBFs (*Pdgfra*^*low*^) mark distinct functional colonic mesenchymal cell populations that control stem cell proliferation and epithelial differentiation in the murine colon. (A) Heterogeneity of colonic mesenchymal cells (UMAP plot of the reanalyzed stromal subset, single cells are colored according to cluster annotation). (B) Relative expression of niche marker genes (UMAP, single cells are colored according to transcript expression). (C) Pdgfra expression across stromal clusters (violin plot, raw data: S1A Data). (D) Relative expression of fibroblast identity marker genes (*Vim*, *Col1a1*, *Acta2*, and *Myh11*), secreted factors resulting in stem cell maintenance (*Wnt2*, *Wnt2b*, *Rspo3*, and *Grem1*) and secreted factors resulting in epithelial differentiation (*Wnt5a*, *Bmp3*, and *Bmp7*) (violin plots, raw data: S1B Data). (E) *Wnt5a* is expressed by CTFs at the top of the colonic crypts (single-molecule RNA in situ hybridization (Scale bar = 20 μm, 5μm (1,2)). (F) GO enrichment terms for CTFs. (G) Heatmap of genes that are differentially expressed among the mesenchymal clusters (0.95 quantile) show strong similarities between CBFs1 and CBFs2 and clear distinction of CTFs and SMC. Bmp, bone morphogenetic protein; CBF, crypt-bottom fibroblast; CTF, crypt-top fibroblasts; GO, Gene Ontology; Pdgfra, platelet-derived growth factor receptor A; SMC, smooth muscle cell; UMAP, Uniform Manifold Approximation and Projection.

We interrogated the expression of markers previously used to demarcate the cells of the murine stem cell niche (Fig 2B). 

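Gli1, on chromosome 10 of GRCm38 from 127329882 to 127341974, had a mean corrected count of 0.211 in CBFs1-like, 0.329 in CBFs2-like, 0.197 in CTFs-like and 0.335 in smooth muscle-like cells. It was above 0 in 17.5% (95% confidence interval 15.3% to 19.9%), 24.3% (20.6% to 28.2%), 15.9% (13.5% to 18.6%) and 26.5% (23.7% to 29.5%) of these cells, at median depths of 2684.5, 2799, 2434 and 2623 genes. In epithelial cells, which should lack it, the share was 0.969% at a median of 3221 genes. The log2 ratio of CTFs-like over CBFs-like means was -0.33.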

The hedgehog transcription factor *Gli1* [6] shows ubiquitous expression in all stromal clusters (S1 to S4). *Cd34* [5] and *Cd90* [8] display a strong enrichment in clusters S1 and S2. However, *Cd90* is also expressed in SMC and *Cd34* is additionally expressed in endothelial cells. 

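Cd34, on chromosome 1 of GRCm38 from 194938819 to 194961279, averaged 5.62 corrected counts in CBFs1-like and 9.43 in CBFs2-like cells, against 0.143 in CTFs-like and 0.232 in smooth muscle-like cells, and the log2 ratio of CTFs-like over CBFs-like means was -5.57. Blood endothelial-like cells had a mean of 4.17. The gene of Cd90, listed in the table by its gene symbol Thy1 and placed on chromosome 9 from 44043384 to 44048579, had a mean of 0.842 in CBFs1-like, 0.572 in CBFs2-like, 0.290 in smooth muscle-like and 0.0135 in CTFs-like cells, a log2 ratio of -5.82 for CTFs-like over CBFs-like cells. Thy1 was above 0 in 20.8% of smooth muscle-like cells and in 0.686% of epithelial cells, which should lack it, at median depths of 2623 and 3221 genes. The highest mean of Thy1 among the named classes, 2.86, was that of the 44 lymphatic endothelial-like cells.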

*Foxl1* [7,17] is expressed specifically in clusters S3 and S4. 

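Foxl1, on chromosome 8 of GRCm38 from 121127940 to 121130644, averaged 0.624 corrected counts in CTFs-like and 0.623 in smooth muscle-like cells, 0.0625 in CBFs1-like and 0.00197 in CBFs2-like cells. The log2 ratio of CTFs-like over CBFs-like means was 3.83. Foxl1 was above 0 in 36.8% of CTFs-like and 40.7% of smooth muscle-like cells, at median depths of 2434 and 2623 genes. The share was 5.72% of CBFs1-like cells and 0.606% of epithelial cells, which should lack it, at medians of 2684.5 and 3221 genes.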

Interestingly, while *Pdgfra* [4] is expressed in clusters S1, S2, and S3, it displays a strong difference in transcript levels. Indeed, cluster S3 shows a high expression of *Pdgfra* and clusters S1 and S2 show a low expression of *Pdgfra* (Fig 2C). 

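Pdgfra, on chromosome 5 of GRCm38 from 75152292 to 75198215, had a mean of 8.59 corrected counts per cell in the 817 CTFs-like cells, 1.80 in CBFs1-like and 3.49 in CBFs2-like cells. The log2 ratio of CTFs-like over CBFs-like means was 1.89, and the alternative that moved it most, thinning each cell to 1000 corrected counts, gave 2.01. Pdgfra was above 0 in 97.1% of CTFs-like cells (95% confidence interval 95.7% to 98.1%) and 80.9% of CBFs-like cells (79.0% to 82.8%), and in 6.34% of smooth muscle-like cells and 3.03% of epithelial cells, which should lack it. The median depths of these groups were 2434, 2719, 2623 and 3221 genes. CBFs2-like cells had the higher mean of the 2 CBFs-like classes, with a log2 ratio of CBFs1-like over CBFs2-like cells of -0.96.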

Due to differences in spatial localization of Pdgfra-positive cells in regards to the colonic crypt (see below, Fig 3B and 3C), we henceforth refer to cluster S3 as CTFs and to clusters S1 and S2 as CBFs (CBFs1 and CBFs2, respectively). 

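In CBFs-like cells of the wild-type library, Wnt2 (chromosome 6 of GRCm38, 17988940 to 18030585) had a mean corrected count of 0.257 and Wnt2b (chromosome 3, 104945272 to 104961921) one of 0.222. Rspo3 (chromosome 10, 29452416 to 29535867) averaged 0.211 and Grem1 (chromosome 2, 113746164 to 113758646) 2.16. In CTFs-like cells the 4 means were 0.00367, 0.0404, 0.00490 and 0.0122. The log2 ratios of CTFs-like over CBFs-like means were -6.13 for Wnt2, -2.46 for Wnt2b, -5.43 for Rspo3 and -7.46 for Grem1. The value for Wnt2 rests on 3 corrected counts in the 817 CTFs-like cells, so that its counting interval runs from -8.42 to -4.57, and Rspo3 had 4 and Grem1 10 there. Thinned to 1000 corrected counts per cell, Rspo3 gave -2.90. Smooth muscle-like cells had a mean of 0.156 for Rspo3, where CBFs-like cells were higher by 0.43 on the log2 scale, and at most 0.0941 for each of the other 3 genes. In epithelial cells the means of the 4 genes were at most 0.0141.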

In accordance with their localization at the bottom of the crypt in close proximity to the intestinal stem cells, CBFs express factors important for stem cell maintenance, such as canonical Wnt ligands (*Wnt2* and *Wnt2b*), Wnt signaling potentiators (*Rspo3*), and Bmp signaling antagonists (*Grem1*) (Fig 2D, S2B Fig). In contrast, CTFs express factors resulting in the induction of epithelial differentiation, such as Bmp ligands (*Bmp2*, *Bmp3*, *Bmp4*, *Bmp5*, and *Bmp7*), noncanonical Wnt ligands (*Wnt5a*), and inhibitors of canonical Wnt signaling (*Dkk3*) (Fig 2D and 2E, S2B Fig).

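For Bmp2 (chromosome 2 of GRCm38, 133552159 to 133562885) the mean corrected count was 3.31 in CTFs-like and 0.489 in CBFs-like cells, a log2 ratio of 2.76. Bmp3 (chromosome 5, 98854415 to 98884396) averaged 1.37 and 0.0560, Bmp5 (chromosome 9, 75775364 to 75900310) 6.90 and 0.945, and Bmp7 (chromosome 2, 172868012 to 172940321) 1.78 and 0.210, with log2 ratios of 4.61, 2.87 and 3.09. Bmp4 (chromosome 14, 46383520 to 46390669) differed less, with means of 10.5 and 6.62 and a log2 ratio of 0.66, and its mean in CBFs1-like cells was 8.37. The ratio of Wnt5a (chromosome 14, 28504750 to 28527448) was 3.14, from means of 2.73 and 0.309, and its range over the alternatives was 3.04 to 3.52. Dkk3 (chromosome 7, 112116017 to 112159057) averaged 2.60 in CTFs-like, 1.51 in CBFs-like and 2.11 in smooth muscle-like cells, a log2 ratio of 0.79 for CTFs-like over CBFs-like cells. All 3 fibroblast classes come from 1 library, so these ratios have no error between mice. The paper draws on the opposite profiles of the fibroblast populations, Wnt5a in situ hybridization at the crypt top and the place of Pdgfra-positive cells along the crypt. From these it reasons that 1 kind of fibroblast maintains stem cells and the other induces differentiation.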

**Fig 3:**
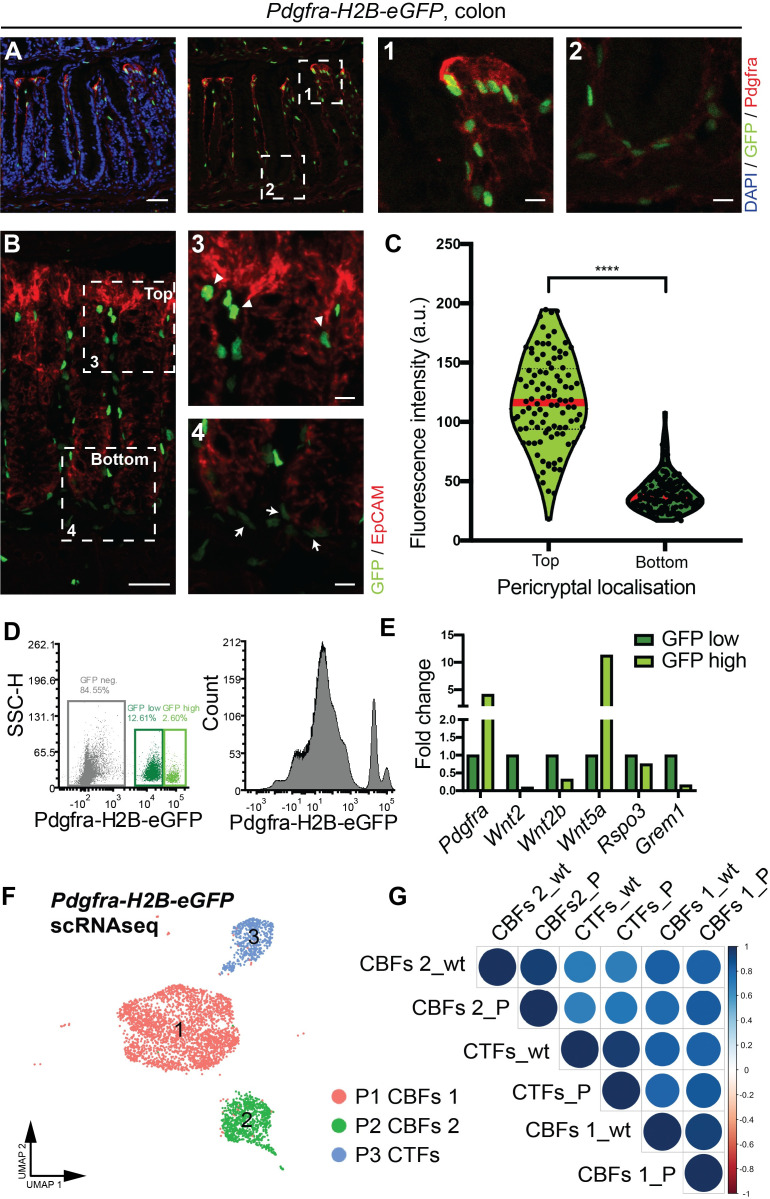
CTFs (*Pdgfra*^*high*^) and CBFs (*Pdgfra*^*low*^) are localized in a distinct manner along the colonic crypt axis. (A–C) Cryosections of *Pdgfra-H2B-eGFP mice*. (A) High Pdgfra protein expression correlates with the level of *Pdgfra* transcript in *Pdgfra-H2B-eGFP* reporter mouse line. (Red: Pdgfra protein, green: GFP, blue: DAPI) (Scale bar = 40 μm), (1,2) Insets of crypt top and crypt bottom respectively (Scale bar = 5 μm). (B) CTFs (*Pdgfra*^*high*^) are localized at the top of the colonic crypt, whereas CBFs (*Pdgfra*^*low*^) are at the bottom. (Red: EpCAM, green: GFP, blue: DAPI) (Scale bar = 40 μm). (3,4) Insets of crypt top and crypt bottom, respectively, arrowheads point out *Pdgfra*^*high*^ (GFP high) cells and arrows point out *Pdgfra*^*low*^ (GFP low) cells. (Scale bar = 5 μm) (C) Fluorescence intensity measurement of GFP positive nuclei. n_Bottom_ = 159, n_Top_ = 100, **** = *p* < 0.0001 (Unpaired *t* test with Welch correction) (Raw data: S1C Data) (D) Flow cytometry analysis for GFP on mesenchymal cells isolated from *Pdgfra-H2B-eGFP* mice identifying GFP^−^, GFP-low, and GFP-high cells (Raw data: S4 Data). (E) Relative mRNA expression of *Pdgfra*, *Wnt2*, *Wnt2b*, *Wnt5a*, *Rspo3*, and *Grem1* in CTFs (GFP high) and CBFs (GFP low) isolated from *Pdgfra-H2B-eGFP* reporter mouse line. (RT-qPCR, normalized to *Hprt* expression levels, FC levels in CBFs set to 1) (Raw data: S1D Data). (F) CBFs1, CBFs2, and CTFs populations determined by scRNAseq from colonic *Pdgfra*-positive cells (*Pdgfra-H2B-eGFP* reporter mouse line). (UMAP, single cells are colored according to cluster annotation). (G) Stromal clusters from wt and *Pdgfra*^+^ colonic scRNAseq analysis display high similarity. (Spearman correlation). CBF, crypt-bottom fibroblast; CTF, crypt-top fibroblasts; FC, fold change; GFP, green fluorescent protein; Pdgfra, platelet-derived growth factor receptor A; RT-qPCR, quantitative reverse transcription PCR; scRNAseq, single-cell RNA sequencing; UMAP, Uniform Manifold Approximation and Projection; wt, wild-type.

GO term enrichment recapitulates the molecular difference between crypt-associated fibroblast populations, with CTFs showing an enrichment for *“*Bmp signaling pathway”, “Focal adhesion,” and “Prostaglandin Synthesis and Regulation” (Fig 2F), while CBFs show enrichment for terms such as “response to vascular endothelial growth factor signaling” and “regulation of extracellular matrix” (S2C and S2D Fig).

In sum, the analysis of differentially expressed genes exposes a high similarity in marker expression between the clusters CBFs1 and CBFs2 and a clear demarcation of CTFs and SMC (Fig 2G). However, we find interesting smaller differences between CBFs1 and CBFs2. 

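Over the 3238 genes with the largest differences between the fibroblast classes of the wild-type library, the Spearman correlation of class means was 0.790 between CBFs1-like and CBFs2-like cells, 0.746 between CBFs1-like and CTFs-like cells and 0.595 between CBFs2-like and CTFs-like cells. Over the same genes in the Pdgfra-H2B-eGFP library it was 0.768, 0.767 and 0.596 in the same order. The correlation is across genes, which are not independent replicates. Among markers labelled in Fig 2G, Col15a1 averaged 5.45 corrected counts in CBFs1-like, 1.32 in CBFs2-like and 0.353 in CTFs-like cells. Col14a1 averaged 3.25, 11.5 and 0.0649 in the same order, and Tagln 0.472, 0.422 and 8.16, with 76.3 in smooth muscle-like cells.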

CBFs1 (Fig 2G) show higher, but not exclusive, expression of the canonical Wnt ligands *Wnt2* and *Wnt2b* (S3B Fig). In addition, they express *Igfbp3*, *Igfbp5*, *Adam23*, and *Edil1* (Fig 2G), pointing toward potent integrin/extracellular signal-regulated kinase (ERK) signaling regulation [18]. 

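Wnt2 averaged 0.304 corrected counts in CBFs1-like and 0.154 in CBFs2-like cells, a log2 ratio of 0.98. Over the alternatives this ratio lay between 0.88 and 1.13. For Wnt2b the means were 0.263 and 0.130 and the log2 ratio 1.02, with a range of 0.77 to 1.08. At median depths of 2684.5 and 2799 genes, Wnt2 was above 0 in 22.4% of CBFs1-like and 11.6% of CBFs2-like cells, and in 0.484% of epithelial cells, which should lack it, at a median of 3221.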

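Igfbp3, on chromosome 11 of GRCm38 from 7206086 to 7213923, had a mean corrected count of 14.5 in CBFs1-like and 1.28 in CBFs2-like cells, a log2 ratio of 3.50, and 3.74 in CTFs-like cells. Igfbp5 averaged 6.49 in CBFs1-like and 1.34 in CBFs2-like cells, a log2 ratio of 2.28, and Adam23 had a ratio of 3.00 and a mean of 0.187 in CBFs2-like cells. Neither gene was confined to these cells, since lymphatic endothelial-like cells had a mean of 21.1 for Igfbp5 and glia-like cells one of 3.58 for Adam23. No gene is listed as Edil1. Edil3, which is listed, averaged 1.70 in CBFs1-like, 0.0888 in CBFs2-like and 0.00734 in CTFs-like cells.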

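In the wild-type library, the mean corrected count of Grem1 was 4.22 in CBFs2-like and 1.24 in CBFs1-like cells, a log2 ratio of CBFs1-like over CBFs2-like cells of -1.77. Grem1 was above 0 in 40.2% (95% confidence interval 35.9% to 44.7%) and 35.0% (32.3% to 37.9%) of these cells, at median depths of 2799 and 2684.5 genes, and in 0.686% of epithelial cells, which should lack it, at a median of 3221. Cd81, on chromosome 7 of GRCm38 from 143052739 to 143067934, averaged 7.56 in CBFs2-like and 0.612 in CBFs1-like cells, a log2 ratio of -3.63. CTFs-like cells had a Cd81 mean of 0.502, blood endothelial-like cells 11.3 and glia-like cells 17.0.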

CBFs2 (Fig 2G) show higher, but not exclusive, expression of the Bmp antagonist *Gremlin 1* and the marker *Cd81* (Fig 2G, S3B Fig), displaying high similarity to the recently described small intestinal trophocytes [9].

Furthermore, we employed the CellphoneDB [19] algorithm to infer possible communication (ligand–receptor interactions) between CBFs1, CBFs2, CTFs, and epithelial cells (S3A Fig). We were able to confirm expected crosstalk between populations, such as Wnt5a (from CTFs) potentially signaling to the noncanonical Wnt receptors Ror1 (expressed in cells of cluster Enterocyte 1) and Ror2 (expressed in IESC, Goblet, Reg4+ secretory, and enteroendocrine cells). Similarly, Wnt2 (from CBFs1, CBFs2) would signal to canonical Wnt receptor Fzd3 (expressed in TA, Goblet, and enteroendocrine) (S3A Fig). In addition, we uncovered some interesting new potential crosstalk, such as between Fgf2 (from CBFs1 and CBFs2) and Cd44 (expressed in IESC and TA cells) and Fgfr2 (expressed in IESC, TA, Goblet, Reg4+ secretory, and enteroendocrine cells) (S3A Fig). 

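Only levels of the named ligands and receptors were computed, and no interaction score. Ror1, on chromosome 4 of GRCm38 from 100095791 to 100444765, had mean corrected counts of 0.148 in the unnamed epithelial cluster, 0.0806 in goblet-like, 0.0641 in enterocyte-like, 0.0581 in enteroendocrine-like and 0.0437 in transit-amplifying-like cells, against 0.00505 in blood endothelial-like cells. Ror2, on chromosome 13 from 53109312 to 53286124, averaged 0.244 in enteroendocrine-like, 0.182 in goblet-like, 0.117 in transit-amplifying-like and 0.0149 in enterocyte-like cells and 0.0450 in the unnamed epithelial cluster, with 0.00842 in blood endothelial-like cells.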

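Fzd3, on chromosome 14 of GRCm38 from 65192449 to 65262463, had a mean corrected count of 0.477 in enteroendocrine-like, 0.168 in transit-amplifying-like, 0.0790 in goblet-like, 0.0686 in enterocyte-like cells and 0.0106 in the unnamed epithelial cluster. It was above 0 in 31.4% of the 86 enteroendocrine-like cells, at a median depth of 3718.5 genes, and in 0.337% of blood endothelial-like cells, at a median of 2052.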

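Fgf2, on chromosome 3 of GRCm38 from 37348346 to 37410108, averaged 0.367 corrected counts in CBFs2-like, 0.201 in CBFs1-like, 0.122 in smooth muscle-like and 0.0979 in CTFs-like cells, and the highest mean among the named classes, 0.443, was that of glia-like cells. Cd44 averaged 1.45 in transit-amplifying-like cells and 0.0926 to 0.267 in the other epithelial classes, and 2.90 in CTFs-like cells. Fgfr2 averaged 0.540 in goblet-like, 0.291 in enteroendocrine-like, 0.268 in transit-amplifying-like and 0.0268 in enterocyte-like cells, and 0.822 in CBFs1-like cells.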

Intriguingly, CBFs2 express the ligands Igf1, Efna2, Efna5, and Ptn whose receptors Igf1r (Igf1), Epha4 (Efna2, Efna5), and Ptprs (Ptn) are expressed on epithelial cells (S3A Fig). 

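Igf1 had a mean corrected count of 2.88 in CBFs2-like, 0.773 in CBFs1-like, 0.498 in CTFs-like and 2.73 in smooth muscle-like cells. Efna2 averaged 0.385 in CBFs2-like and 0.108 in CBFs1-like cells, and Efna5 0.533 and 0.0396, with log2 ratios of CBFs1-like over CBFs2-like cells of -1.83 and -3.75. In the Pdgfra-H2B-eGFP library these were 0.43 for Efna2, the other direction, and -2.13 for Efna5. Ptn averaged 0.961 in CBFs2-like cells and was above 0 in none of the 1136 CBFs1-like cells, so that its mean was at least 364-fold higher in CBFs2-like cells when 3 corrected counts are allowed over the CBFs1-like class. Glia-like cells had a Ptn mean of 7.72. Of the receptors, Igf1r averaged 0.640 in enteroendocrine-like and 0.346 in transit-amplifying-like cells, Epha4 0.456 in transit-amplifying-like cells and 0.272 in the unnamed epithelial cluster, and Ptprs 0.512 in enteroendocrine-like and 0.127 in transit-amplifying-like cells.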

The relevance of this crosstalk needs to be explored.

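Sfrp1, on chromosome 8 of GRCm38 from 23411502 to 23449632, averaged 5.12 corrected counts in CBFs1-like and 5.19 in CBFs2-like cells, and 0.241 in CTFs-like cells. In the Pdgfra-H2B-eGFP library Sfrp1 averaged 2.53 in CBFs1-like and 0.891 in CBFs2-like cells, a log2 ratio of 1.51. Sfrp2 averaged 0.962 in CBFs1-like and 0.0671 in CBFs2-like cells, and summed to 1 corrected count in the 817 CTFs-like cells, for a log2 ratio of CTFs-like over CBFs-like cells of -9.13 with a counting interval from -14.44 to -6.65. Sfrp4 averaged 0.562 in CBFs2-like, 0.0123 in CBFs1-like and 0.00245 in CTFs-like cells. Frzb averaged 0.158 in CBFs1-like, 0.0335 in CBFs2-like and 0.00734 in CTFs-like cells. Its log2 ratio of CBFs1-like over CBFs2-like cells, 2.24, changed to -0.49 with each cell thinned to 1000 corrected counts. After thinning Frzb was above 0 in only 0.704% of CBFs1-like and 0.789% of CBFs2-like cells. In the Pdgfra-H2B-eGFP library the ratio was 4.56. Dkk3 averaged 1.70 in CBFs1-like and 1.08 in CBFs2-like cells, below its mean in CTFs-like cells.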

Intriguingly, different Wnt signaling antagonists (*Sfrp1*, *Sfrp2*, *Frzb*, *Sfrp4*, and *Dkk3*) are expressed in distinct crypt-associated fibroblasts. This may serve to sharpen the gradient of canonical Wnt signaling activity (S2B Fig).

We also performed gene regulatory network analysis using single-cell regulatory network inference and clustering (SCENIC) [20]. This revealed cluster specific enrichment for transcription factor regulons. CTFs show an enrichment for the regulon activities of Lef1, Runx1, Nkx2-3, and Foxl1 (S2E Fig). The transcription factor Nkx2-3 had previously been found to control *Bmp2/4* expression in the small intestine [21]. Lef1 regulon activity in CTFs may hint at a possible explanation for the presence of the recently discovered small intestinal *Lgr5*^+^ villus tip telocytes [22], given that *Lgr5* is canonical Wnt targe gene [23], and Lef1 is both a canonical Wnt target gene and a Wnt/b-catenin transcription factor [24]. Intriguingly, this would also point to a difference in transcriptional regulation of *Lgr5*^+^ mesenchymal cells compared to *Lgr5*^+^ intestinal stem cells, which have been shown to mainly depend on TCF family member Tcf4 [25].

In conclusion, we identified two molecularly distinct colonic crypt-associated fibroblast populations, which are defined by their potential to either support the maintenance of epithelial stem cells or to induce the differentiation of the intestinal epithelium.

### Spatial localization of crypt-associated fibroblasts

Finally, we sought to identify the position of the molecularly defined crypt-associated fibroblast populations along the colonic crypt axis. We analyzed colonic tissue sections of *Pdgfra-H2B-eGFP* reporter mice [26]. These display differences in nuclear green fluorescent protein (GFP) intensity closely correlated with the *Pdgfra* transcript levels and perfectly recapitulate differences in Pdgfra protein expression in the murine colon, as exemplified by the co-localization of nuclei with high GFP levels and cells exhibiting high intensity Pdgfra antibody staining (Fig 3A). All cells with GFP positive nuclei show subepithelial localization and co-expression with the pan-fibroblast maker Vimentin (S4A Fig). Fluorescence intensity quantification of GFP positive nuclei revealed a clear association between the localization of fibroblasts and nuclear GFP intensity. CTFs displayed high nuclear GFP signals (mean + SD: 117.1 + 37.9), and CBFs displayed low nuclear GFP signals (mean + SD: 39.5 +14.7) (Fig 3B and 3C). To further investigate the morphology of Pdgfra-expressing cells in the colon, we examined colon from mice carrying the *Pdgfra-Cre*^*ERT2*^ driver [27] in combination with the cytoplasmic fluorescent reporter mouse line *Ai14* (*LSL-tdTomato*) [28] (single tamoxifen injection, analysis 1 day post injection). As has been previously observed in telocytes of the small intestine [22], we find that *Pdgfra-*expressing cells have elongated processes and small telopode portrusions (S4B Fig). The morphology is revealed by the distribution of tdTomato.

To validate the gene expression patterns found in our scRNAseq (Fig 2), we isolated colonic mesenchymal GFP-high and GFP-low cells from the *Pdgfra-H2B-eGFP* mouse line (Fig 3D, S4C Fig). Quantitative real-time PCR confirmed higher expression of *Wnt2*, *Wnt2b*, *Rspo3*, and *Grem1* in GFP-low cells compared to GFP-high cells, recapitulating the differences observed between CBFs and CTFs in our scRNAseq (Fig 3E). As expected, *Wnt5a* and *Pdgfra* expression was higher in the GFP-high cells (Fig 3E).

In order to further corroborate our findings, we performed an independent scRNAseq analysis of GFP positive colonic mesenchymal cells of the *Pdgfra-H2B-eGFP* mouse line. 

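GFP-positive cells of the colonic mesenchyme were sequenced as 1 droplet library with the V2 kit, from 3 female mice of the reporter line, in which a nuclear GFP is made from the Pdgfra locus, and 16000 cells were loaded. As in the wild-type library, cells are not assigned to mice, so there is no replicate and no test. The 2 libraries differ in mouse line, sort and kit at once, and no value below is compared between them except as a ratio or a correlation within or across genes. The deposited table lists 15972 genes in 4409 cells, again as counts corrected by SCTransform and their natural log. Total corrected counts lay between 2314 and 4432 per cell, with a median of 3150 and a median of 1381 genes per cell. Of these cells, 4407 had 500 to 4000 genes and less than 10% of corrected counts from mitochondrial genes. Of the 76 genes that the study names, 68 are in this table. Lgr5, Atoh1, Dll4, Alpi, Tgfa, Chga, Chgb and Neurod1 are not. Clustering used 30 principal components and the methods' resolution of 0.3. Scrublet called 5 cells (0.113%) doublets, too few for the caller to have worked, and none was removed.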

Graph-based clustering revealed three main clusters (Fig 3F). 

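The second clustering gave 7 clusters. The 5 fibroblast clusters held 4244 of 4409 cells (96.3%, 95% confidence interval 95.7% to 96.8%) and carried 3 names. CBFs1-like cells numbered 2761 (62.6%, 61.2% to 64.1%) in 3 clusters of 1210, 1005 and 546 cells, of which the first had Sbno2, Cxcl2 and Tnfaip3 among its leading genes and the last Saa3, Cxcl5 and Cxcl9. CBFs2-like cells numbered 852 and CTFs-like cells 631. The other clusters were immune-like (114 cells) and a cluster named epithelial (51 cells, type unnamed), in which 33 cells had Epcam above 0.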

Based on the expression of *Pdgfra* and various niche factors (*Wnt2/2b*, *Grem1*, *Rspo3*, and *Wnt5a*), we designated cluster P3 as CTFs and cluster P1 and P2 as CBFs1 and CBFs2 (S4D and S4E Fig). 

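Pdgfra had a mean of 1.18 corrected counts in CTFs-like, 0.286 in CBFs1-like and 0.454 in CBFs2-like cells of the reporter line, a log2 ratio of CTFs-like over CBFs-like means of 1.86. With the named genes kept among the variable features, the setting that moved it most, the ratio was 1.67. It was above 0 in 63.7% of CTFs-like cells (95% confidence interval 59.8% to 67.5%) and 25.5% of CBFs-like cells (24.1% to 27.0%), at median depths of 1515 and 1363 genes. Wnt5a averaged 0.857 in CTFs-like and 0.0858 in CBFs-like cells, a log2 ratio of 3.32. For Grem1 the means were 0.0127 and 0.615 and the log2 ratio -5.60. For Wnt2b the CBFs-like mean was 7.99-fold that of CTFs-like cells, from 4 corrected counts in the 631 CTFs-like cells. Wnt2 summed to 2 and Rspo3 to 3 corrected counts in CTFs-like cells, for log2 ratios of -4.91 (counting interval -7.96 to -3.05) and -3.69 (-5.97 to -2.12). Between the CBFs-like classes, the log2 ratio of CBFs1-like over CBFs2-like means was 1.80 for Wnt2, 2.27 for Wnt2b and -1.60 for Rspo3. For Grem1 it was -0.18, and 0.01 with the CBFs1-like cluster of 1210 cells left out, an alternative chosen after seeing the data, so no order of Grem1 between these classes can be read in this library.

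**Figure D1:**
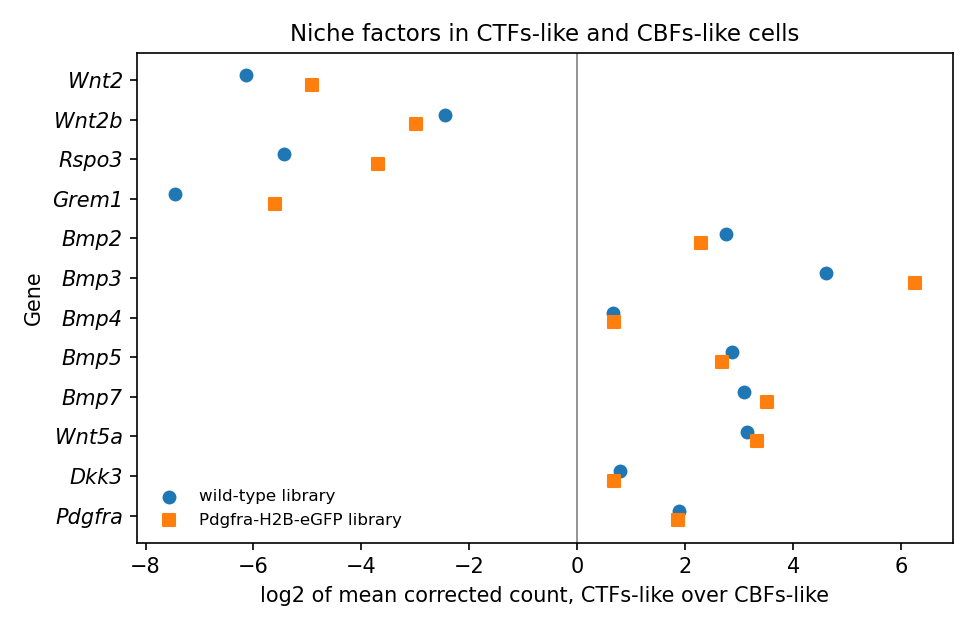
Log2 ratio of the mean corrected count per cell in CTFs-like over CBFs-like cells (horizontal axis) for 12 genes (vertical axis), with circles for the wild-type library and squares for the Pdgfra-H2B-eGFP library, 1 library each and no error between mice. Wnt2, Wnt2b, Rspo3 and Grem1 lie below 0 in both libraries and the other 8 genes above 0, with Pdgfra at 1.89 and 1.86.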

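No cluster of the Pdgfra-H2B-eGFP library met the smooth muscle-like markers. Myh11 had a mean of 0.117 corrected counts in CTFs-like and 0.00609 in CBFs-like cells of this library, and was above 0 in 8.08% and 0.498% of them. Acta2 averaged 4.84 in CTFs-like and 0.234 in CBFs-like cells, a log2 ratio of 4.37.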

SMCs (possibly including myofibroblasts) were not found in this dataset. Based on the top 2,000 differentially expressed genes in each cluster, CBFs1, CBFs2, and CTFs originating from the *Pdgfra-H2B-eGFP* scRNAseq analysis show very high similarity (Spearman correlation) to the three Pdgfra positive clusters of the same name in our initial scRNAseq experiment (Fig 3G).

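The Spearman correlation of class means between the libraries, over the 3238 genes formed by the 2000 with the largest absolute fold of each fibroblast class in the wild-type library, was 0.909 for CBFs1-like, 0.913 for CBFs2-like and 0.892 for CTFs-like cells. Each of these was above every correlation between classes of different names, which lay between 0.541 and 0.732 across the libraries. Within a library the classes correlated between 0.595 and 0.790. The lowest correlation of a class with its namesake was 0.914 over all 11643 genes with at least 20 corrected counts in the fibroblasts of each library, and it fell furthest, to 0.868, with the named genes kept among the variable features. Genes are not independent replicates, so no p-value is given. The paper draws on the similarity of these clusters and on the levels of Pdgfra and the niche factors. It also used qPCR of sorted GFP-high and GFP-low cells, Pdgfra antibody staining and the position of GFP-high and GFP-low nuclei. From these it concludes that CTFs and CBFs are the cells with high and low Pdgfra.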

Taken together, these data confirm that CTFs and CBFs correspond to Pdgfra high and low expressing cells, respectively and are differentially localized along the crypt axis.

### Murine colonic crypt-associated fibroblast identities are conserved in human healthy colon

In order to see whether the molecular identity of murine CBFs and CTFs are evolutionarily conserved, we compared our findings to human colonic stromal cell populations. To do so, we took advantage of the recently published dataset (GSE114374), in which human colonic stroma has been analyzed in inflammatory disease progression versus healthy state at single-cell level [12]. We performed a bioinformatic reanalysis of Kinchen’s healthy colonic stromal dataset. We find a total of 8 clusters, which we annotated, based on published markers [12] as fibroblasts, plasma cells, glia, endothelial cells, SMCs, and pericytes (Fig 4A). We interrogated the expression of previously published murine niche marker genes within the fibroblast clusters (Fig 4B). A very similar picture emerges to that seen in mouse (Fig 2B), with the exception of *CD34*, which is expressed solely in endothelial cells in the human colon.

**Fig 4:**
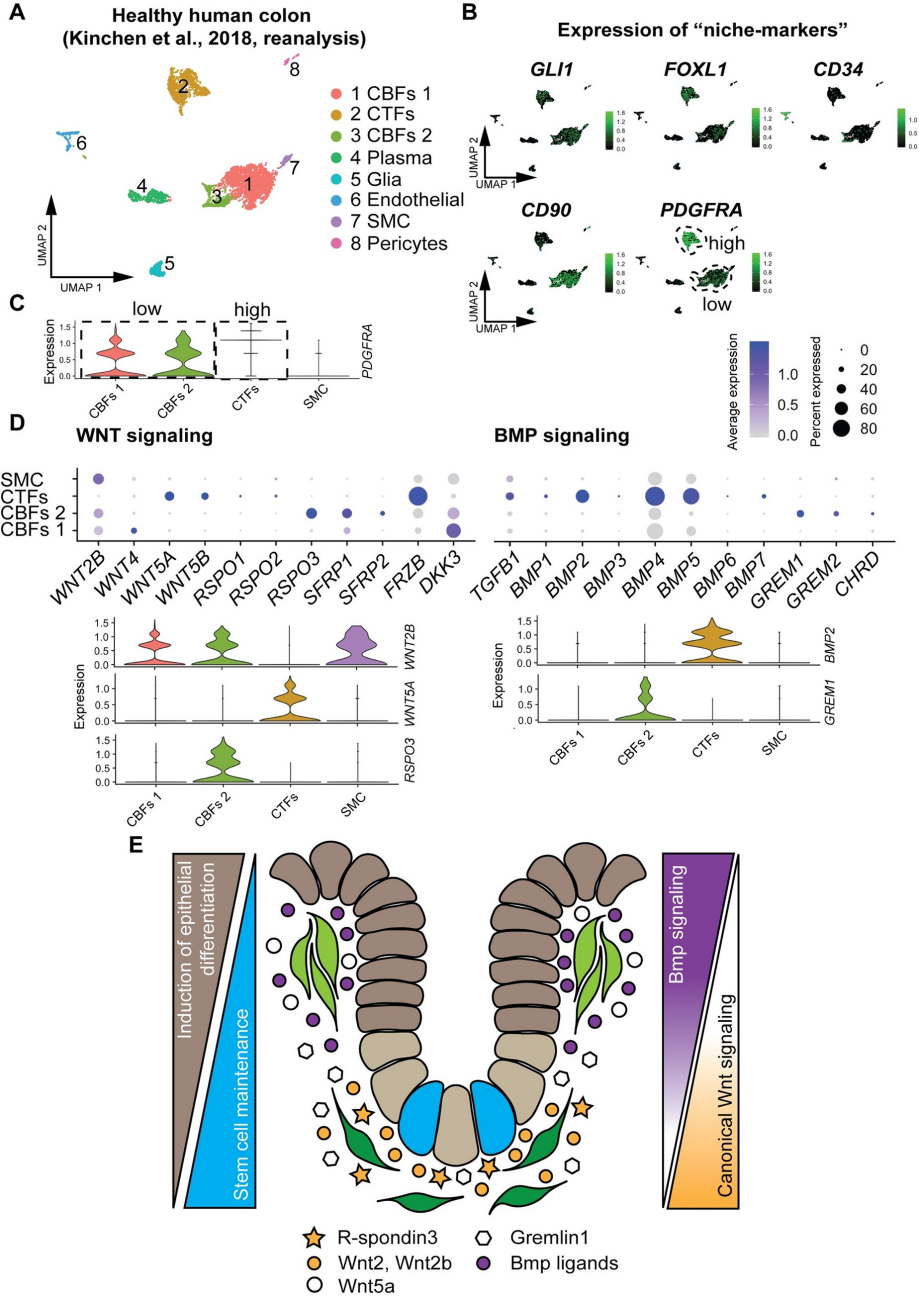
Murine CTFs and CBFs populations are conserved in healthy human colon. (A) Reanalysis of the healthy colonic stromal dataset from GSE114374 reveals landscape similar to murine colon. (UMAP, single cells are colored according to cluster annotation). (B) Conserved niche markers determine analogous cell populations in human colonic mesenchyme (UMAP, single cells are colored according to transcript expression). (C) Relative expression of *PDGFRA* separates human mesenchymal cells into three *PDGFRA*^*+*^ populations: CTFs, CBFs 1, and CBFs 2. (Violin plot, raw data: S1E Data) (D) Relative expression of factors involved in WNT and BMP pathways. (Violin and dot plots, size, and color of the dot represent the percentage of cells which express the transcript and the average expression level within a cluster, respectively; raw data: S1F Data). (E) Schematic model of conserved colonic crypt-associated fibroblasts. *PDGFRA*^*high*^ CTFs secrete BMP ligands and noncanonical WNT ligands, resulting in epithelial differentiation. *PDGFRA*^*low*^ CBFs secrete canonical WNT ligands, WNT potentiators, and BMP inhibitors to maintain stem cells (blue). BMP, bone morphogenetic protein; CBF, crypt-bottom fibroblast; CTF, crypt-top fibroblast; PDGFRA, platelet-derived growth factor receptor A; UMAP, Uniform Manifold Approximation and Projection.

Interestingly, reinforcing our observations in the murine colon, the strength of *PDGFR*A expression can be used to demarcate distinct crypt-associated fibroblast populations in the human colon as well (Fig 4C). Taken together with the expression pattern of components of the WNT and BMP signaling pathways (Fig 4D), we identify clusters HC1 and HC3 as *PDGFRA*^*low*^ CBFs1 and CBFs2, respectively, that express canonical WNT ligands (*WNT2B*), WNT signaling potentiators (*RSPO3*), and BMP inhibitors (*GREM1*, *GREM2*, and *CHRD*). In addition, using the R package matchSCore2 [29], we compared the murine mesenchymal populations with the human mesenchymal populations on the level of the entire transcriptome. We found high interspecies overlap between murine and human CBFs, murine and human CTFs, and murine and human SMCs (S5 Fig).

However, diverging from the expression patterns observed in the murine colon, the canonical WNT ligand *WNT2B* is expressed not only in CBFs, but also additionally in SMCs (Fig 4D). This finding is consistent with a recent observation that embryonic SMCs express *WNT2B* during human intestinal development [30]. Moreover, we identify cluster HC2 as *PDGFRA*^*high*^ CTFs, expressing a broad spectrum of BMP ligands (e.g., *BMP2*), and noncanonical WNT ligands (e.g., *WNT5A*) (Fig 4D). Interestingly, just like in the murine colon, we also find expression of various canonical WNT signaling inhibitors (*SFRP1*, *SFRP2*, *FRZB*, and *DKK3*) in all the fibroblast clusters in the human colon; however, compared to mouse, the positions of *DKK3* and *FRZB* expression seems to be reversed in human CBFs and CTFs (Fig 4D and S2B Fig).

Future studies of this highly specific spatial localization and molecular regulation might reveal deeper mechanistic insights into how canonical WNT ligands and antagonists interact to create a canonical WNT signaling gradient optimal for intestinal stem cell maintenance and proliferation.

## Discussion

Understanding the cellular and molecular architecture of the colon is crucial to comprehend how it functions in homeostasis and to find suitable strategies to treat colonic diseases. Colorectal cancer and inflammatory bowel disease are important disorders that pose a great challenge to modern medicine due to their widespread and complex pathology. In recent years, it has been shown that crosstalk between fibroblasts and epithelial cells plays an important role in the initiation and progression of these diseases [31,32].

In this study, we provide a comprehensive picture of the murine colonic cellular diversity and investigate in detail the identity of mesenchymal niche cells. We produced a high-quality single-cell transcriptome atlas of matched colonic epithelium and mesenchyme, creating a powerful resource to study cellular identities and pathway regulation during adult tissue homeostasis. We propose a novel classification of murine and human crypt-associated fibroblasts, based on their position relative to the crypt axis and their molecular identity (Model Fig 4E). *Pdgfra*^*high*^ CTFs are located at the top of the crypt and secrete Bmp ligands (*Bmp2/3/4/5/7*) and noncanonical Wnt ligands (*Wnt5a*), thereby inducing differentiation in the nearby epithelial cells. *Pdgfra*^*low*^ CBFs are located in close proximity to the intestinal stem cells at the bottom of the crypt. They secrete factors integral to stem cell maintenance, such as canonical Wnt ligands (*Wnt2* and *Wnt2b*), Wnt signaling potentiators (*Rspo3*), and Bmp inhibitors (*Grem1*). Wnt2b has previously been shown to support the growth of intestinal organoids [33]. Expression of Pdgfrα has recently been described to be a useful marker for pericryptal stromal cells that act as source for Wnts and Rspo3 in the murine intestinal system [4]. Our work shows that this marker demarcates a second, additional signaling hub at the crypt top.

CTFs share characteristics with previously described intestinal telocytes, such as expression of *Sox6* and *F3* [12], as well as high expression of *Foxl1* likely responsible for the high Foxl1 regulon activity described above [7,17]. 

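In the wild-type library, Sox6, on chromosome 7 of GRCm38 from 115470872 to 116038796, had a mean corrected count of 1.43 in CTFs-like and 0.0310 in CBFs-like cells, a log2 ratio of 5.53. F3, on chromosome 3 from 121723537 to 121735048, averaged 7.39 and 0.637, a log2 ratio of 3.54. In the Pdgfra-H2B-eGFP library the ratios were 5.88 for Sox6, 3.74 for F3 and 2.65 for Foxl1. F3 was not confined to CTFs-like cells, with a mean of 3.24 in epithelial cells. Glia-like cells, which also carry fibroblast markers, had means of 0.709 for Sox6 and 6.16 for F3.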

The high expression of *Wnt5a* in CTFs is intriguing. Taken together with the expression of Bmp ligands (e.g., *Bmp2* and *Bmp4*) and marker gene *F3*, the data suggest that the colonic CTFs are likely analogous to the villus tip telocytes observed in the small intestine [22]. Wnt5a has been show to inhibit canonical Wnt signaling by down-regulating transcription of Wnt target genes [34,35], which is consistent with the proposed role of CTFs in orchestrating epithelial differentiation. Upon intestinal injury, Wnt5a is required for the proper subdivision of wound channels and thereby the formation of new crypts [36]. During embryogenesis, Wnt5a is involved in the clustering of the mesenchymal core below prospective epithelial invaginations—an integral process for crypt formation in the developing gastrointestinal system [37]. The role of Wnt5a in homeostasis of this tissue remains to be explored.

CBFs co-express most previously discussed stem cell niche-cell markers, such as *Gli1* [6], *Pdgfra* [4], *Cd90* [8], and *Cd34* [5]. Importantly though, none of these markers is truly definitive. *Gli1* and *Pdgfra* are expressed in all intestinal crypt-associated fibroblasts; *Cd90* and *Cd34* are additionally expressed in SMCs and endothelial cells, respectively. Ultimately, it is the combination of these markers that delineate CBFs and thereby the stem cell niche.

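In the wild-type library, at least 3 of Gli1, Pdgfra, Thy1 (Cd90) and Cd34 were above 0 in 43.6% of CBFs1-like cells (95% confidence interval 40.7% to 46.5%) and 43.4% of CBFs2-like cells (39.0% to 47.8%), at median depths of 2684.5 and 2799 genes. The shares were 1.84% of CTFs-like cells, 2.75% of smooth muscle-like cells and 1.85% of blood endothelial-like cells, at medians of 2434, 2623 and 2052 genes. All 4 were above 0 in 7.22% of CBFs1-like and 7.69% of CBFs2-like cells, and in none of the 594 blood endothelial-like cells, which allows a share of cells above 0 of up to 0.505%. In the Pdgfra-H2B-eGFP library at least 3 were above 0 in 10.4% of CBFs1-like and 8.57% of CBFs2-like cells and all 4 in 0.616% and 0.587%, at median depths of 1409 and 1172.5 genes.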

Together, CBFs and CTFs generate the antagonistic gradients of canonical Wnt signaling and Bmp signaling, which dictate the zones of epithelial proliferation and differentiation [3]. In the small intestine, the Bmp signaling gradient has recently been described to be formed via ligand secretion by villus telocytes and antagonist secretion by *Cd81*^+^ trophocytes [9]. Our observations about CTFs and CBFs allow to draw a similar picture in the colon, where the two fibroblast populations, which are distinguishable by their level of Pdgfra expression, produce either Bmp signals (CTFs) or Bmp inhibitors (CBFs). There are striking differences between the small intestine and the colon, both in morphology and niche signals. The epithelium of the small intestine consists of crypts and villi, whereas only crypts are found in the colonic epithelium. Canonical Wnt ligands, which are integral to intestinal epithelial stem cell maintenance, are redundantly secreted by epithelial Paneth cells [38], as well as mesenchymal cells [4–7,17] in the small intestine. In the colon, there is no epithelial Wnt source. Accordingly, the requirement for the mesenchymal niche (e.g., canonical Wnt signals) is not necessarily the same in colon and small intestine. However, combined, the data produced by us and McCarthy and colleagues [9] show a strong conservation in intestinal fibroblast identity and corroborates the validity of using Pdgfra expression levels as a marker to distinguish stem cell–supporting fibroblasts from fibroblasts that induce epithelial differentiation.

The difference in Pdgfra expression level as a marker for fibroblast populations has been described in the lung, where it serves to discriminate between lipofibroblasts and myofibroblasts [39–41]. We note a correlation between high *Pdgfra* expression and *Acta2* expression in CTFs (Fig 2D), pointing toward a possible myofibroblast identity of these cells. However, in lung fibroblasts, there are conflicting findings—both correlation [39] and anticorrelation [40]—have been reported. 

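Between classes of the wild-type library, the log2 ratio of Acta2 in CTFs-like over CBFs-like means was 3.80, and 4.37 in the Pdgfra-H2B-eGFP library. Within the 817 CTFs-like cells, Acta2 averaged 8.44 corrected counts in the 356 cells above the median Pdgfra and 12.7 in the 461 cells at or below it, at median depths of 2605.5 and 2289 genes. The Spearman correlation of Pdgfra with Acta2 across these cells was -0.26, and the effect of depth and free RNA on it was not tested. Within the 631 CTFs-like cells of the Pdgfra-H2B-eGFP library, Acta2 averaged 5.15 in the 197 cells above the median Pdgfra and 4.71 in the other 434, and the correlation across cells was 0.06. Cells are not replicates, so neither correlation has a p-value.

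**Figure D2:**
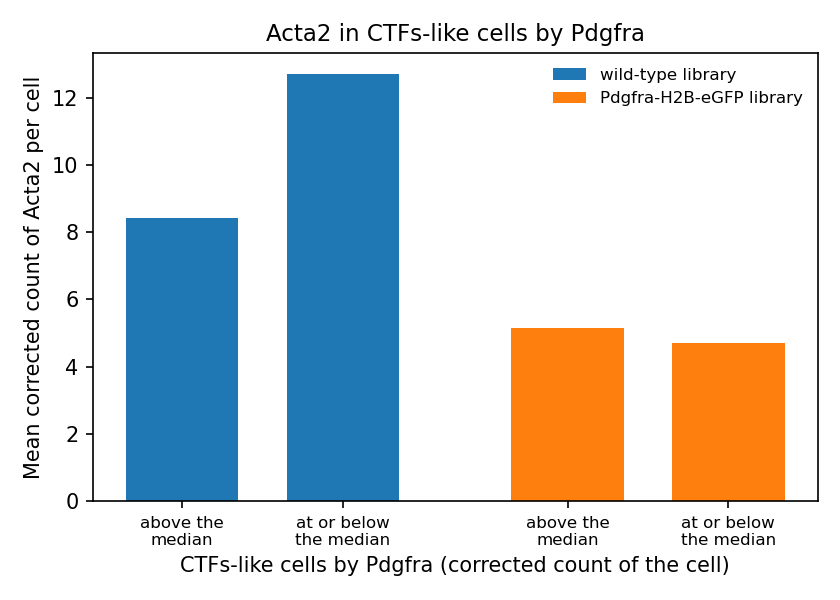
Mean corrected count of Acta2 per cell (vertical axis) in CTFs-like cells above the median Pdgfra of their library and at or below it (horizontal axis), for the wild-type and the Pdgfra-H2B-eGFP library, whose scales differ. Bars are means over cells without an error between mice, and the wild-type bars stand at 8.44 and 12.7.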

Ultimately, it remains to be elucidated, both in the lung and the gastrointestinal system, whether the different *Pdgfra* expression levels control the identity and ultimately function of the two fibroblast populations.

In conclusion, we propose here a novel classification of intestinal crypt-associated fibroblasts: CBFs and CTFs. It will be imperative to investigate the roles of these two fibroblast populations in the context of tumor initiation, progression, and metastasis.

## Materials and methods

### Ethics statement

All mouse procedures were performed in accordance with Swiss Guidelines and approved by the Cantonal Veterinary Office Zürich, Switzerland (ZH156/2015 and ZH169/2016).

### Mice

C57BL/6 wild-type mice were purchased from Charles River, Germany (Strain code: 027). *Pdgfra*^*H2BeGFP*^ [26], *Pdgfra-Cre*^*ERT2*^ [27], and *Ai14* [28] mice were purchased from Jackson Laboratories, United States of America (Stock numbers: 007669, 032770, and 007914). Cells were isolated from female mice at age 8 to 12 weeks.

### Epithelial and mesenchymal cell isolation and cell sorting

Colonic epithelial and mesenchymal cells were isolated inspired by previous publications [42,43] and modified as described below. Colonic tissue was harvested, minced into small pieces (2 mm), and subsequently washed with PBS. Tissue pieces were then incubated in Gentle Cell Dissociation Reagent (STEMCELL Technologies, Germany) for 30 minutes at room temperature to detach the epithelium. The epithelial fraction was then filtered through a Falcon 70-μm cell strainer (Corning, Switzerland), washed with plain ADMEM/F12 and incubated for 5 minutes at 37°C in prewarmed TrypLE express (Gibco, Thermofisher, Switzerland), followed by single-cell dissociation using the m_intestine program on the gentleMACS Octo Dissociator (Miltenyi Biotec, Switzerland). The epithelial single-cell suspension was then filtered through a Falcon 40-μm cell strainer (Corning) and stored on ice in ADMEM/F12 (supplemented with 10% FBS). After the detachment of the epithelium, the remaining tissue pieces were digested for 1 hour at 37°C under 110 revolutions per minute (rpm) shaking conditions in DMEM supplemented with 2 mg/mL collagenase D (Roche) and 0.4 mg/mL Dispase (Gibco). The mesenchymal fraction was then filtered through a Falcon 70-μm cell strainer (Corning), washed with plain ADMEM/F12, and subsequently filtered through a Falcon 40-μm cell strainer (Corning). Both epithelial and mesenchymal cells were stained for 30 minutes on ice with anti-CD45-PE (1:500, eBioscience/Thermofisher, Switzerland) and anti-CD326(EpCAM)-FITC (1:500, eBioscience/Thermofisher, Switzerland) in ADMEM/F12 (supplemented with 10% FBS). Prior to cell sorting, all cells were stained for 5 minutes on ice with Zombie Violet Fixable Viability Kit in PBS (1:1000, Biolegend, Thermofisher, Switzerland). In the case of mesenchymal cell isolation from *Pdgfra*^*H2BeGFP*^, mice only staining with Zombie Violet Fixable Viability Kit was performed. Cells were detected and sorted at the Cytometry Facility at the University of Zürich using a FACSAria III cell sorter (gates visible in corresponding figures) (BD Biosciences, Switzerland).

### Single-cell RNA sequencing

Colonic epithelial and mesenchymal cells (Fig 1) were isolated from three female C57BL/6 mice as described above and mixed at a ratio of 1:1. Using the Single Cell 3’ V3 assay, 16,000 cells were loaded on a Chromium Controller (10x Genomics, USA). Colonic mesenchymal Pdgfra-positive cells (Fig 3) were isolated as described above from three female *Pdgfra*^*H2BeGFP*^ mice. Using the Single Cell 3’ V2 assay, 16,000 cells were loaded on a Chromium Controller (10x Genomics). In both cases reverse transcription, cDNA synthesis/amplification and library preparation were carried out in accordance with the manufacturer’s recommendations by the Functional Genomics Center Zürich (FGCZ). scRNA libraries were sequenced on a NovaSeq 6000 instrument (Illumina, Switzerland).

### Tissue isolation, cryosectioning, and immunohistochemistry

Colonic tissue was harvested from female *Pdgfra*^*H2BeGFP*^ mice, fixed for 1 hour at room temperature in 4% paraformaldehyde in PBS (ChemCruz/Santa Cruz Biotechnology, USA), and incubated O/N in 30% sucrose in PBS at 4°C. Tissue was then kept in a 1:1 mix of 30% sucrose and optimal cutting temperature (OCT) (TissueTek/Biosystems Switzerland) for 30 minutes at 4°C, before embedding in OCT and being cooled to −80°C. OCT-embedded tissue was cryosectioned using a Microm HM560 Cryostat (Thermo Fisher Scientific, Switzerland) at 5 μm, dried for 2 hours at room temperature before either being directly used for immunohistochemistry, or stored at −80°C. Standard immunohistochemical protocols were performed with the following primary antibodies (1:100 dilution): mouse-anti-Acta2 (Sigma, Germany), goat-anti-Pdgfra (R&D Systems, USA), chicken-anti-Vimentin (Millipore, USA), and rabbit-anti-EpCAM (Abcam, UK). Secondary antibodies (1:400 dilution) were anti-rabbit, anti-mouse, anti-goat antibodies conjugated with Alexa Dyes (A555, A598, or A647) (Thermo Fisher Scientific, Switzerland). Sections were counterstained with DAPI, mounted with FluorSave reagent (Sigma), imaged on a Leica SP8 laser scanning confocal microscope (Leica, Switzerland), and subsequently processed using ImageJ (FIJI).

### In situ RNA hybridization

mRNAs were localized in specific cells using the RNAscope method (Advanced Cell Diagnostics, Germany) on colonic tissue sections according to manufacturer’s instructions (RNAscope Fluorescent Multiplex Assay). Probe sets for *Wnt5a* was designed by Advanced Cell Diagnostics. Images were obtained on a Leica SP8 laser scanning confocal microscope.

### RNA isolation, cDNA synthesis, and quantitative real-time PCR

Total RNA from Pdgfra-high and Pdgfra-low cells (Fig 4) was isolated using the mirVana miRNA Isolation Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. cDNA was synthesized using the RNA to cDNA EcoDry synthesis kit (TaKaRa/Thermo Fisher Scientific, Switzerland). Quantitative real-time PCR reactions were performed with technical triplicates using the SYBR Green Kit (Applied Biosystems/Thermo Fisher Scientific, Switzerland) and monitored by the QuantStudio3 system (Applied Biosystems). Sequences of the used primers are: *Hprt*: AAG CTT GCT GGT GAA AAG GA, TTG CGC TCA TCT TAG GCT TT; *Pdgfra*: TCC TTC TAC CAC CTC AGC GAG, CCG GAT GGT CAC TCT TTA GGA AG; *Wnt2*: CTG AGT GGA CTG CAG AGT GC, ACA ACG CCA GCT GAA GAG AT; *Wnt2b*: CAC CCG GAC TGA TCT TGT CT, TGT TTC TGC ACT CCT TGC AC; *Wnt5a*: CAG GGT GAT GCA AAT AGG CAG, AGC CAT AGT CGA TGT TGT CTC C; *Rspo3*: ACT ACA GCA TCC TTC AGC C, TTT TCG TTT TCT CTC TCT TCC C; and *Grem1*: ACC CAG AGT ACC GTG GT, GTG TAT GCG GTG CGA TTC A.

### Computational analysis for scRNA-seq

#### Preprocessing

The sequencing libraries were de-multiplexed, aligned to the mouse transcriptome (mm10), and unique molecular identifiers (UMI) were counted using Cell Ranger (10x Genomics) version 3.0.1 by the FGCZ. Further data analysis was performed using the Seurat package version 3.1 [44] in R version 3.6.2. For the in-depth analysis of colonic cell populations (Fig 1C), cells with counts in more than 200 genes and genes that were detected in more than 5 cells were retained, resulting in 10,427 cells and 17,956 genes. Following a second round of quality control, only cells with counts in 500 to 7,500 genes and <25% mitochondrial genes were retained, resulting in a final dataset consisting of 7,395 cells. Pdgfra^+^ cells (Fig 3F) with counts in more than 200 genes and genes that were detected in more than 5 cells were retained, resulting in 4,500 cells and 16,055 genes. Following a second round of quality control, only cells with counts in 500 to 4,000 genes and <10% mitochondrial genes were retained, resulting in a final dataset consisting of 4,409 cells. For the reanalysis of the human colonic mesenchymal cell dataset [12] (Fig 4A), cells with counts in more than 200 genes and genes that were detected in more than 5 cells were retained, resulting in 4,369 cells and 17,652 genes. Following a second round of quality control, only cells with counts in 500 to 4,000 genes were retained, resulting in a final dataset consisting of 4,302 cells.

#### Dimensionality reduction and clustering

For all three datasets, normalization, scaling, and variable gene selection was performed using the “SCTransform” function in Seurat [45] with standard settings. Following principle component analysis, dimensionality reduction using Uniform Manifold Approximation and Projection (UMAP) algorithm [46] was performed using 30 principal components (PCs). Clusters were then identified using the “FindNeighbors” and “FindClusters” functions in Seurat with resolution parameters of 0.45 (Fig 1C) and 0.3 (Figs 3F and 4A). Clusters were then annotated based on known epithelial and stromal marker genes in addition to the “FindMarkers” function in Seurat. Marker heatmaps (S1B Fig, Fig 2G) were generated using the genesorteR package version 0.4.2 [47] with a quant setting of 0.97 (S1B Fig) and 0.95 (Fig 2G). Density plots (S3B Fig) were generated using the Nebulosa package version 0.99.94 [48], with standard settings.

#### Gene Ontology analysis

GO networks were generated using ClueGO [49] version 2.5.5 via Cytoscape version 3.7.2 [50]. The network clustering contained data from GO_BiologicalProcess-EBI-UniProtGOA, REACTOME_ Reactions, REACTOME_Pathways, KEGG_Pathways, WikiPathways, and BioCyc. Clusters contained at least three nodes, and network specificity was adjusted based on the number of genes, which originated from high expressing genes in each cluster analyzed via the “FindMarkers” function in Seurat.

#### Gene regulatory network analysis

Transcription factor regulon activity in specific stromal clusters (S2E Fig) was analyzed using SCENIC version 1.1.2.2 [20], with default settings according to the “running SCENIC” vignette.

#### Dataset similarity

Dataset similarity (S5A Fig) was calculated using matchSCore2 version 0.1.0 [29], with default settings.

#### Ligand–receptor interactions

Ligand–receptor interactions (S3A Fig) were generated using the python package CellphoneDB version 2.1.4 [19], with default parameters.

### Quantification of GFP-positive nuclei

Images acquired on the Leica SP8 confocal microscope were imported into FIJI [51] in the form of Z-stacks and processed by Z-projection (maximum projection). In order to quantify the GFP fluorescence, intensity of individual GFP positive nuclei a threshold (Huang algorithm, auto settings) was applied to the GFP channel. The result was further binarized and improved by filling holes and applying a watershed filter. The nuclei were segmented using the analyze particle function (settings: 8-Infinity, circularity: 0–1). The segmentation was overlaid on the DAPI channel and all nuclei of low quality (e.g., partially sectioned/dim nuclei that were not fully captured in the Z-stack) or of inconclusive position in regards to their crypt-associated position (top, bottom) were excluded. Average fluorescence intensity of the remaining nuclei in the GFP channel was measured and analyzed using Prism 8 (GraphPad, USA).

### Quantitative real-time PCR

For quantitative reverse transcription PCR (RT-qPCR), samples were measured in triplicate and average cycle threshold values were quantified relative to *Hprt* using the ΔΔCT method.

## Supporting information

S1 Fig Interrogation of the colonic epithelium reveals a variety of known and unknown growth factors. (A) Cell numbers of the particular clusters indicated in Fig 1C. (B) Heatmap of genes that are differentially expressed among the epithelial clusters (0.97 quantile), reveals heterogeneity between and similarity within the major epithelial lineages (stem-/transit-amplifying-, secretory-, absorptive-, enteroendocrine cells). (C) Relative expression of epithelial signaling pathway components. (Dot plot, size, and color of the dot represent the percentage of cells which express the transcript and the average expression level within a cluster, respectively). (D) GO enrichment terms for Enterocyte 1. GO, Gene Ontology.
(TIF) Click here for additional data file.

S2 Fig Growth factors produced by colonic mesenchymal cells. (A) GO enrichment terms for SMC. (B) Relative expression of factors involved in WNT, BMP, and RTK/MAPK pathways. (Dot plot, size, and color of the dot represents the percentage of cells which express the transcript and the average expression level within a cluster, respectively). (C) GO enrichment terms for CBFs 1. (D) GO enrichment terms for CBFs 2. (E) Heatmap showing the specific enrichment for transcription factor regulon activity in specific stromal clusters (scaled regulon activity, SCENIC). Bmp, bone morphogenetic protein; CBF, crypt-bottom fibroblast; GO, Gene Ontology; MAPK, mitogen-activated protein kinase; RTK, receptor tyrosine kinase; SCENIC, single-cell regulatory network inference and clustering; SMC, smooth muscle cell.
(TIF) Click here for additional data file.

S3 Fig Interactome of colonic mesenchymal cells. (A) Putative ligand–receptor interactions between CBFs1, CBFs2, CTFs, and colonic epithelial subpopulations. Size of the dots represents the significance of the interaction, and color shows the expression of the ligand and receptor in the interacting cell types (CellphoneDB). (B) Density of *Wnt2*, *Wnt2b*, *Cd81*, *Grem1*, and *Rspo3* expressing cells. (UMAP, color indicates the density of cells expressing transcript). CBF, crypt-bottom fibroblast; CTF, crypt-top fibroblast; UMAP, Uniform Manifold Approximation and Projection.
(TIF) Click here for additional data file.

S4 Fig Fibroblast identity of CTFs and CBFs. (A, B) Cryosections of *Pdgfra-H2B-eGFP* mice (A) and *Pdgfra-Cre*^*ERT2*^*; LSL-tdTomato* mice (B). (A) Vimentin expression (red) in *Pdgfra*^+^ cells (green) on representative *Pdgfra-H2B-eGFP* colonic tissue sections confirms their fibroblast identity. (Scale bar = 40 μm) (1,2) Insets of crypt top and crypt bottom, respectively (Scale bar = 5 μm). (B) *Pdgfra-Cre*^*ERT2*^*; LSL-tdTomato* lineage tracing (single tamoxifen injection, 1 d.p.i.) reveals morphology of Pdgfra-expressing cells, tdTomato (white) (Scale bar = 10 μm) (C) Flow cytometry analysis for GFP of a mesenchymal single-cell suspension isolated from *Pdgfra-H2B-eGFP* mice. (Raw data: S5 Data) (D, E) Relative expression of *Pdgfra* (D) and colonic niche factors (E) in *Pdgfra*^+^ colonic mesenchymal cells. (UMAP, single cells are colored according to transcript expression). CBF, crypt-bottom fibroblast; CTF, crypt-top fibroblast; d.p.i., days post injection; Pdgfra, platelet-derived growth factor receptor A; UMAP, Uniform Manifold Approximation and Projection.
(TIF) Click here for additional data file.

S5 Fig Interspecies conservation of colonic mesenchymal subpopulations. (A) Heatmap showing the similarity (Jaccard index) of murine and human colonic mesenchymal subpopulations (matchSCore2).
(TIF) Click here for additional data file.

S1 Data This file contains the raw data for the indicated figures. (A) Transcript expression of *Pdgfra* for Fig 2C. (B) Transcript expression of *Vim*, *Col1a1*, *Acta2*, *Myh11*, *Wnt2*, *Wnt2b*, *Rspo3*, *Grem1*, *Wnt5a*, *Bmp3*, and *Bmp7* for Fig 2D. (C) Numeric values and statistical analysis of the PdgfraEGFP fluorescence intensity quantification in Fig 3C. (D) Raw data and fold change calculation of the qPCR data shown in Fig 3E. (E) Transcript expression of *PDGFRA* for Fig 4C. (F) Transcript expression of *WNT2B*, *WNT5A*, *RSPO3*, *BMP2*, and *GREM1* for Fig 4D. Bmp, bone morphogenetic protein; Pdgfra, platelet-derived growth factor receptor A; qPCR, quantitative polymerase chain reaction.
(XLSX) Click here for additional data file.

S2 Data FCS file containing the raw data of the FACS sorting of the epithelial cell isolation depicted in Fig 1B. FACS, fluorescence-activated cell sorting; FCS, flow cytometry standard.
(FCS) Click here for additional data file.

S3 Data FCS file containing the raw data of the FACS sorting of the mesenchymal cell isolation depicted in Fig 1B. FACS, fluorescence-activated cell sorting; FCS, flow cytometry standard.
(FCS) Click here for additional data file.

S4 Data FCS file containing the raw data of the FACS sorting of two populations (low and high) of PdgfraEGFP positive cells depicted in Fig 3D. FACS, fluorescence-activated cell sorting; FCS, flow cytometry standard.
(FCS) Click here for additional data file.

S5 Data FCS file containing the raw data of the FACS sorting for PdgfraEGFP positive cells depicted in S4C Fig. FACS, fluorescence-activated cell sorting; FCS, flow cytometry standard.
(FCS) Click here for additional data file.

## Abbreviations

Bmp: bone morphogenetic protein
CBF: crypt-bottom fibroblast
CTF: crypt-top fibroblast
EGF: epidermal growth factor
ERK: extracellular signal-regulated kinase
FACS: fluorescence-activated cell sorting
FGCZ: Functional Genomics Center Zürich
GFP: green fluorescent protein
GO: Gene Ontology
IESC: intestinal epithelial stem cell
OCT: optimal cutting temperature
PC: principal component
Pdgfra: platelet-derived growth factor receptor A
rpm: revolutions per minute
RT-qPCR: quantitative reverse transcription PCR
SCENIC: single-cell regulatory network inference and clustering
scRNAseq: single-cell RNA sequencing
SMC: smooth muscle cell
TA: transit-amplifying cell
UMI: unique molecular identifier

How the deposited data were processed for this re-analysis (not part of the article)

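Single-cell RNA was measured in 2 libraries, 1 of the wild-type mouse colon (epithelial and non-epithelial cells mixed, V3 kit) and 1 of GFP-positive mesenchymal cells of Pdgfra-H2B-eGFP mice (V2 kit). Each library pooled cells of 3 female mice, with 16000 cells loaded. With 1 library per condition and no map from cells to mice, no comparison has a replicate, and no test across mice, p-value or error between mice is given.

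The authors aligned reads with Cell Ranger, filtered cells and genes in Seurat and applied SCTransform, and the score values as deposited are the UMI counts corrected by SCTransform to a common depth, kept as whole numbers. The natural log values as deposited are ln(1 + corrected count) of the same cells, made by the authors in the same step. That the whole numbers are corrected counts was read from the values, since the log values are exactly those of the whole numbers and the totals per cell span a narrow range, 6120 to 16389 in the 7495 cells of the wild-type library (median 8972) and 2314 to 4432 in the 4409 cells of the reporter library (median 3150). Because the depth of each cell was already adjusted, the depth sequenced cannot be recovered here, and values above 0 in a cell need not match a molecule of that cell.

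Expression is the mean corrected count per cell of a class. The planned measure, UMIs summed over a class and scaled to the class total, was not possible in the unit of the values. The pooled measure was computed on corrected counts as an alternative. Cells were clustered from the deposited log values in Seurat 5.3.0 under R 4.3.3, with 3000 variable features before the named genes were removed (2938 used in the wild-type and 2949 in the reporter library), 30 principal components and resolutions of 0.45 and 0.3. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and scanpy 1.11.5 was used for the other steps, and figures were drawn with matplotlib 3.10.9. Gene coordinates come from GENCODE mouse release M21 on GRCm38, joined by symbol, which matched 97.7% of the genes of the wild-type and 97.6% of the reporter library.

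The genes named in the text are every mouse gene that the paper names for its single-cell data or labels in Fig 2G, genes among the 5 with the largest fold of each class, and up to 5 genes with ratios above 2-fold in opposite directions in the 2 libraries. Some leading genes of single reporter clusters and the immune markers Ptprc and Cd74 are named as well. The genes the paper names were kept out of the variable features and out of the 20 marker lists that named the clusters. The leading genes and the genes with opposite ratios follow from the clusters and were not kept out, although the plan asked for it. Several leading genes, such as all those given for the enteroendocrine-like class, are also in the list that named their class. Such genes partly restate the naming. A list needed a log2 fold of at least 1 over the other cells and 3 markers at 2-fold or more in at least 10% of the cells, with a pseudocount of 0.01. Fibroblasts needed 8 of 10 general fibroblast genes per cell on average, and a fibroblast type a gap of 1.5-fold to the next list. This scoring rule went through 4 versions after the clusters were seen. The marker lists stayed as they were, and values of the named genes were printed only once the rule was settled. The first version left the CTFs-like cluster of the reporter library unnamed, and later versions left some of its CBFs1-like clusters unnamed.

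Shares of cells have Clopper-Pearson 95% intervals, and for a share of 0 the limit is 3 cells over the number of cells, which limits cells with a value above 0 and not cells that express the gene. Ratios from 1 to 3 corrected counts in a class are given with the exact interval of the counts. Doublets were called with Scrublet and kept, 95 cells (1.27%) in the wild-type and 5 (0.113%) in the reporter library, where so few calls leave doublets open. Class means of the 2 libraries were compared by Spearman correlation over the union of the 2000 genes with the largest fold of each class, among genes with at least 20 corrected counts in the fibroblasts of each library. The ratio of CTFs-like over CBFs-like means was tested on simulated data in which 200 genes were changed. In the wild-type library 199 of them came back within 1.5-fold (99.5%), and 2 of 9903 unchanged genes passed 2-fold. In the reporter library 191 came back (95.5%), and 29 of 8858 unchanged genes passed. The simulation drew counts around 1 mean for all cells of a class, for genes with at least 100 corrected counts in the fibroblasts. It covers counting error only. The spread between cells of a class, the clustering and naming, free RNA and differences between mice are not in it.

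The alternatives exchanged or raised the resolution, used 15 principal components, log-normalization or SCTransform run again, kept the named genes in, left out Scrublet doublets or cells above 10% mitochondrial corrected counts, thinned each cell to 1000 corrected counts, weighted cells equally, changed the denominators, marker numbers and gene filters of single results, or clustered the stroma again. Running SCTransform again, the pooled measure and 3 changes of which clusters count as CBFs-like were chosen after seeing the data. The planned main normalization was SCTransform, and the deposited log values, its output, were used for it. Gene set enrichment, regulon, ligand-receptor scores and the authors' cluster matching tool were not run, and the imaging, flow cytometry and human data of the paper were not used here.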

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

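Of the tests in this part, those of doublets, of free epithelial RNA in the reporter library, of free epithelial RNA behind opposite ratios and of shuffled class labels were chosen after the result was seen.

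The wild-type library holds an immune-like cluster of 40 cells, which the paper does not analyse. Ptprc, the gene of CD45, was above 0 in 85.0% of them and in 0.174% of the other cells, and Cd74 had a mean of 147.2. If these cells were doublets with fibroblasts, the fibroblast marker genes would reach at least 40% of their level in CBFs1-like cells. They summed to 5.21% of it, against 9.42% in blood endothelial-like and 0.934% in epithelial cells, which argues against doublets with fibroblasts. Epithelial marker genes summed to 2.95% of their level in epithelial cells, which argues against doublets with those. Immune cells that escaped the depletion of CD45-positive cells before loading stay open and were not tested, and no biological explanation was tested.

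The Pdgfra-H2B-eGFP library holds 114 immune-like cells, which the paper does not analyse. Fibroblast marker genes summed in them to 36.5% of the CBFs1-like level, close to the limit set for doublets, while the glia-like cells of the wild-type library reached 41.0%. The median over the cells was 22.1% of the CBFs1-like median, and 45 of the 114 cells lay at or above 40% of it. Immune marker genes summed in these 45 to a median of 38.9% of that in the other 69. The median number of genes was 1220, against 1409 in CBFs1-like cells. Divided by that 40% limit, the 69 cells had medians of 6 for the fibroblast sum and 883 genes, against a sum of 68 in CBFs1-like cells. The 69 were picked by a sum below the limit, so their low median follows in part from that choice and is no test of doublets. The 45 cells had medians of 48 for the sum and 1763 genes. The 33 cells with Epcam in the cluster named epithelial, described next, had a median sum of 0. This argues against free fibroblast RNA alone for the 45. Doublets stay open for the 45 and for the cluster as a whole, since only 5 cells of this library were called doublets. No biological explanation was tested.

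The same library holds a cluster of 51 cells named epithelial, although mesenchymal cells were sorted. Fibroblast marker genes summed to a median of 0 over these cells, or 0% of the CBFs1-like median, which argues against doublets with fibroblasts in most of them. The cluster has 2 parts. In 33 cells Epcam was above 0, and free epithelial RNA alone is argued against for them: Epcam was above 0 in 64.7% of the cluster and in 0.542% of the fibroblasts. The other 18 reached 40% of the CBFs1-like median of fibroblast marker genes, none had Epcam above 0, and their epithelial marker genes summed to a median of 0, which argues against doublets with epithelial cells and against epithelial cells. Of these 18, 13 had Mki67 above 0, against 4 of the 2761 CBFs1-like cells, so dividing fibroblasts are a candidate explanation that was not tested on other data. How the 33 passed the sort stays open, and no biological explanation was tested.

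In the wild-type library 11 cells had at least 4 tuft markers, while the paper reports no such cells. With the values of each marker shuffled among the epithelial cells, the largest number over 1000 shuffles was 0, against 3 observed there. Among all cells of the library it was 1, against 11 observed. Both argue against free RNA of tuft markers met by chance. The 7 that lay in the unnamed cluster led by haemoglobin genes had a median of 19.9% mitochondrial corrected counts. The 1 CTFs-like cell had 16.9% and the 1 enteroendocrine-like cell 28.5%, so damaged cells stay open for these and for the 7. The 2 goblet-like cells had a median of 7.80%. No biological explanation was tested.

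Among 8705 genes tested, 3 had ratios of CTFs-like over CBFs-like means above 2-fold in opposite directions in the 2 libraries, and the difference itself was not tested. They are Col6a5 (log2 ratio -1.71 wild-type and 1.27 reporter), F830016B08Rik (-1.87 and 1.10) and Smoc2 (-1.04 and 1.28). Free epithelial RNA, at the ratio of Epcam, would give at most 7.11% of the wild-type fibroblast mean of any of them, which argues against it. With the cells of each library divided at random in 2, the opposite signs held on both sides in at least 99 of 100 divisions, but the genes were picked on all cells, and both ratios passed 2-fold on both sides in 55, 25 and 2 divisions. With the class labels shuffled among the fibroblasts, up to 13 of the 8705 genes were opposite. At least 3 were in 27 of 100 shuffles of the wild-type labels alone, in 51 of the reporter labels alone and in 0 of both together. Chance in 1 of the libraries is therefore left open. Of the 3 genes, 1 differed over 2-fold between the 3 CBFs1-like clusters of the reporter library, against 29.1% of all genes tested, too few to decide on expression switched on during isolation. Mouse line, sort and kit differ at once between the libraries, so none of these can be separated.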

How the results depend on the processing

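SCTransform run again, the pooled measure and the 3 changes of cluster membership were chosen after seeing the data. No paired analysis was possible because each condition is 1 library of pooled mice, so no value here has an error between mice. A log2 ratio counts as moved when it changed by 1.5-fold or more. It counts as changed in direction only where the main ratio was itself 1.5-fold or more, so sign changes of smaller ratios are not counted.

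Of 112 alternative values for the 12 results set out in the design, 105 stayed within their limits, 7 moved and 0 changed direction. Pdgfra stayed between 1.87 and 2.01 in the wild-type and 1.67 and 1.86 in the reporter library, and Wnt5a between 3.04 and 3.52 and between 2.97 and 3.40. The ratio of Grem1 in the wild-type library moved to -6.84 with 15 principal components, -6.80 with SCTransform run again and -6.39 with the stroma clustered again. The share of epithelial cells moved to 34.2% with 15 principal components, 34.6% with log-normalization and 36.2% with the unnamed and immune-like cells out of the denominator, which leaves 6850 cells. The number of tuft-like cells fell to 3 without cells above 10% mitochondrial corrected counts. For Grem1 and for the shares with 15 principal components and log-normalization, the cause was not tested. The other changes follow from fewer cells.

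Of 3054 values for single genes and class sizes, 2887 stayed, 154 moved and 13 changed direction. Of the ratios beyond 1.5-fold, 53 of 55 kept their sign in each alternative for CTFs-like over CBFs-like cells in the wild-type and 47 of 49 in the reporter library, and for CBFs1-like over CBFs2-like cells 38 of 41 and 41 of 42. For CTFs-like over CBFs-like cells of the wild-type library, the sign changed for Chga without cells above 10% mitochondrial corrected counts (0.13) and with log-normalization (0.0062), and for Muc2 with SCTransform run again (-0.036), without doublets (-0.091) and without the cells of high mitochondrial share (-0.15). In the reporter library it changed for Fzd3 with SCTransform run again (0.059) and log-normalization (0.26), and for Lef1 with log-normalization (-0.62) and the named genes kept in (-0.62). For CBFs1-like over CBFs2-like cells it changed for Axin2 (0.0060) and Frzb (-0.49) with cells thinned and for Rgs5 without cells of high mitochondrial share (0.69), all in the wild-type library, and for Epcam of the reporter library with log-normalization (-0.65). For these 13 values the cause was not tested.

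Thinning moved 44 values, SCTransform run again 24, log-normalization 20 and the mitochondrial limit 17, while the 2 changes of resolution and the 2 other measures of expression moved none. The alternatives carry cluster names over by majority, so they test the membership of the classes and not their naming. Leaving clusters out of CBFs1-like cells in the reporter library moved 3 and 8 values, and counting the unnamed fibroblast cluster as CBFs-like moved none of 70. Some alternatives gave no value: the second deposited table holds the log of the first, no reporter cell lies above 10% mitochondrial corrected counts, and after thinning Grem1 was at 0 in CTFs-like cells of the wild-type library and Wnt2b in those of the reporter library. Genes with few corrected counts in a class, such as Wnt2 and Rspo3 in CTFs-like cells, are limited by depth.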

Differences from the paper's values

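The mean transcript count per cell of the wild-type library is 3243 in the paper and 8915.67 corrected counts here. The paper counts transcripts and the values here are corrected counts, and what sets the 2 apart was not tested. With the cell filters of the methods, an alternative set before the data were examined, the value was 8926.42 and differs as well.

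The paper's qPCR ratios of GFP-high over GFP-low cells, from its supplementary data, are compared with the fold of CTFs-like over CBFs-like means in the Pdgfra-H2B-eGFP library, which is another measure on other cell groups. For Wnt2 the paper's value is 0.0950 and the value here 0.0332, for Wnt2b 0.319 and 0.125, for Rspo3 0.7313 and 0.0777, and for Grem1 0.162 and 0.0206. All lie below 1 in both. For Pdgfra (4.12 and 3.63) and Wnt5a (11.3 and 9.99) the values lie within 1.5 times of each other, also in each of the 8 alternatives. The ratios of Wnt2, Rspo3 and Grem1 differ in each of the 8 alternatives set before the data were examined, and that of Wnt2b in each of the 7 that gave a value. The ratios of Wnt2 and Wnt2b rest on 2 and 4 corrected counts in CTFs-like cells, and their counting intervals (0.00400 to 0.121 and 0.0337 to 0.326) hold the paper's values.

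The paper places 16 clusters in the wild-type library. The main setting gave 20, and leaving out cells above 10% mitochondrial corrected counts gave 16, while a resolution of 0.8 gave 26.

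The paper describes 3 main fibroblast clusters in the reporter library, and 5 clusters carried the 3 names here. The paper reports no tuft cells, and 11 cells had at least 4 tuft markers. It relates high Pdgfra to Acta2 expression in CTFs, by the clusters of its Fig 2D. Between classes the log2 ratios of Acta2 go the same way (3.80 in the wild-type and 4.37 in the reporter library). Across the 817 CTFs-like cells of the wild-type library the Spearman correlation of the 2 genes was -0.26, and in the reporter library 0.06. These correlations within a class are another measure, and the effect of depth and free RNA on them was not tested. The paper names Edil1, which is not listed in either library.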

Other observations

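All tests of counting error in this part were chosen after the result was seen.

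The ratio of Rspo3 in the reporter library lies further below 1 than the paper's qPCR ratio of 0.7313. If counting error in the few CTFs-like cells with Rspo3 were the cause, the upper 95% bound of their share over the share of CBFs-like cells would reach the qPCR value. It was 0.269, which argues against counting error alone. For Grem1 the upper end of the counting interval of the ratio was 0.0407, below the qPCR ratio of 0.162, which argues against it too. For Wnt2 (0.121) and Wnt2b (0.326) the upper end lies above the qPCR ratio, so counting error is left open. The 2 methods compare different cell groups, which was not tested, and no biological explanation was tested.

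Lef1, Runx1 and Nkx2-3, which the paper names for regulons that were not computed here, had log2 ratios of CTFs-like over CBFs-like means of 2.16, 1.99 and 1.15 in the wild-type library. In the reporter library they were 2.90, 1.82 and 0.94, and that of Lef1 changed sign with log-normalization (-0.62) and with the named genes kept in (-0.62).

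Of the paper's S1 Data, 12 genes were read in the first 49 cells, which is a part of those data, and these match the wild-type log values within 0.001 in their order of cells with 1 cell skipped, the 24th, which lies in the immune-like cluster.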
